# NF-κB inhibition rescues cardiac function by remodeling calcium genes in a Duchenne muscular dystrophy model

**DOI:** 10.1038/s41467-018-05910-1

**Published:** 2018-08-24

**Authors:** Jennifer M. Peterson, David J. Wang, Vikram Shettigar, Steve R. Roof, Benjamin D. Canan, Nadine Bakkar, Jonathan Shintaku, Jin-Mo Gu, Sean C. Little, Nivedita M. Ratnam, Priya Londhe, Leina Lu, Christopher E. Gaw, Jennifer M. Petrosino, Sandya Liyanarachchi, Huating Wang, Paul M. L. Janssen, Jonathan P. Davis, Mark T. Ziolo, Sudarshana M. Sharma, Denis C. Guttridge

## Abstract

Duchenne muscular dystrophy (DMD) is a neuromuscular disorder causing progressive muscle degeneration. Although cardiomyopathy is a leading mortality cause in DMD patients, the mechanisms underlying heart failure are not well understood. Previously, we showed that NF-κB exacerbates DMD skeletal muscle pathology by promoting inflammation and impairing new muscle growth. Here, we show that NF-κB is activated in murine dystrophic (*mdx)* hearts, and that cardiomyocyte ablation of NF-κB rescues cardiac function. This physiological improvement is associated with a signature of upregulated calcium genes, coinciding with global enrichment of permissive H3K27 acetylation chromatin marks and depletion of the transcriptional repressors CCCTC-binding factor, SIN3 transcription regulator family member A, and histone deacetylase 1. In this respect, in DMD hearts, NF-κB acts differently from its established role as a transcriptional activator, instead promoting global changes in the chromatin landscape to regulate calcium genes and cardiac function.

## Abstract (web summary)

The molecular mechanisms leading to heart failure in patients with Duchenne muscular dystrophy are unclear. Here the authors show that NF-κB is activated in the heart of dystrophin-deficient mice and that its ablation rescues cardiac function through chromatin remodeling and activation of gene expression.

## Introduction

Dystrophin is a large cytoplasmic protein that provides structural integrity to muscle. Mutations in the dystrophin gene result in X-linked dilated cardiomyopathy, Becker muscular dystrophy, and Duchenne muscular dystrophy (DMD)^1–3^. Loss of dystrophin protein has also been reported in acquired heart failure, myocardial infection, and myocardial infarction patients, as well as in animal models of myocardial injury and infection^4–8^. This suggests that downstream effects of dystrophin loss is a common link in cardiomyopathy. In DMD patients and animal models, limb, diaphragm, and cardiac muscles are all progressively affected, resulting in loss of ambulation, respiratory distress, and cardiomyopathy, respectively. Cardiac involvement in patients begins in the second to third decade of life and is a leading cause of morbidity and mortality^9^. These patients commonly develop cardiomyopathy with arrhythmias, and animal studies show that calcium dysregulation is a causative factor in the pathology^10,11^. However, the molecular mechanisms underlying disease development in these patients have not been elucidated, and the acute cardiac events that lead to an accumulation of cardiac damage are not well understood.

NF-κB is ubiquitously expressed and functions in cell survival, apoptosis, growth, and differentiation^12^. Our group and others have shown that NF-κB signaling regulates both physiological (differentiation, growth, and metabolism) and pathophysiological (cachexia, atrophy, and dystrophy) aspects of skeletal muscle biology^13–16^. The most common NF-κB complex is the p50/p65 heterodimer, with p65 containing the transactivation domain required to mediate transcriptional activation. NF-κB is held in tight regulation by the inhibitory protein IκB. The upstream IKK kinase (inhibitor of NF-κB kinase) is comprised of two catalytic subunits, IKKα and IKKβ, and a regulatory subunit, IKKγ/NEMO. During classical NF-κB activation, IKK is phosphorylated, and in turn phosphorylates IκB. This phosphorylation causes ubiquitination and subsequent degradation of IκB by the 26S proteasome pathway. Degradation of IκB unmasks a nuclear localization site, allowing NF-κB to translocate to the nucleus, bind consensus sites on target genes, and activate gene expression.

Studies show that classical NF-κB promotes skeletal muscle pathology in the *mdx* murine DMD model^17–21^. Inhibiting NF-κB, either globally by ablating one copy of the p65 gene or conditionally by removing IKKβ alleles in skeletal muscle fibers or myeloid cells, improved dystrophic pathology^18^. Cell or gene therapy designed to target p65 or IKK, respectively, were also effective in protecting *mdx* skeletal muscle^19–21^. Mechanistically, inhibiting NF-κB improved the histology and function of dystrophic limb and diaphragm muscles by enhancing the regenerative potential of muscle stem cells and reducing muscle damage from inflammatory cells^18^. These findings laid the foundation for inhibiting NF-κB as a therapy to treat DMD.

As a therapeutic, we and others have examined the potential of using the Nemo Binding Domain (NBD) peptide, which is a specific NF-κB inhibitor^22^. In *mdx* mice, NBD treatment rescued diaphragm function and improved overall muscle endurance^17,18^. Histologically, NBD reduced inflammation and enhanced regeneration in limb muscles, indicating dystrophic muscles were stabilized. In the Golden Retriever DMD model (GRMD), NBD administration improved hind-limb function, posture, and skeletal muscle histopathology^23^. While encouraged that such results might translate to improved ambulation and respiratory function in DMD patients, we realized that further development of an NF-κB inhibitor would require investigation into its effects on dystrophic cardiac muscle. In a preliminary study, we showed that NBD administration rescued in vitro cardiac function in the severe dystrophin/utrophin double knockout murine DMD model^24^. These results indicated that NF-κB contributes to dystrophic cardiac disease, but how it promotes this pathology remains unknown.

In this study, we set out to understand the mechanism by which NF-κB regulates cardiac dysfunction in *mdx* mice. We discover that unlike the typical function of NF-κB as an inducer of gene expression, NF-κB ablation in *mdx* cardiomyocytes causes global permissive chromatin remodeling on enhancers of calcium genes, which in turn permits increased gene expression and an overall improvement in cardiac function.

## Results

### NF-κB promotes cardiac dysfunction in *mdx* mice

Cardiomyopathy develops progressively over the lifespan of the *mdx* mouse. From a young age (8–10 weeks), only ex vivo cardiomyocyte dysfunction is detected^25,26^. Histological abnormalities are apparent by 7 months^27^, and by 10–12 months, dysfunction in vivo is detectable by echocardiogram^28–30^. By 2 years, severe cardiomyopathy is apparent^31^. Based on these time points, we asked if NF-κB activation occurs early in the disease process. NF-κB DNA binding was low in 3-month-old adult wt hearts, and increased in age matched *mdx* hearts (Fig. 1a). This activity was attributable to p65 and p50 (Fig. 1a). Phosphorylation of p65 on serine 536, which is a marker of NF-κB transcriptional activity, indicated that NF-κB activation persisted in 1-year-old *mdx* hearts (Fig. 1b). To determine the cellular source of NF-κB, we performed immunohistochemistry on cardiac tissue. Results showed that NF-κB was most prominently localized to *mdx* cardiomyocyte nuclei (Fig. 1c and Supplementary Fig. 1A). Together, these results indicate that NF-κB is active prior to the onset of *mdx* cardiomyopathy, and persists throughout the disease process.

**Fig. 1:**
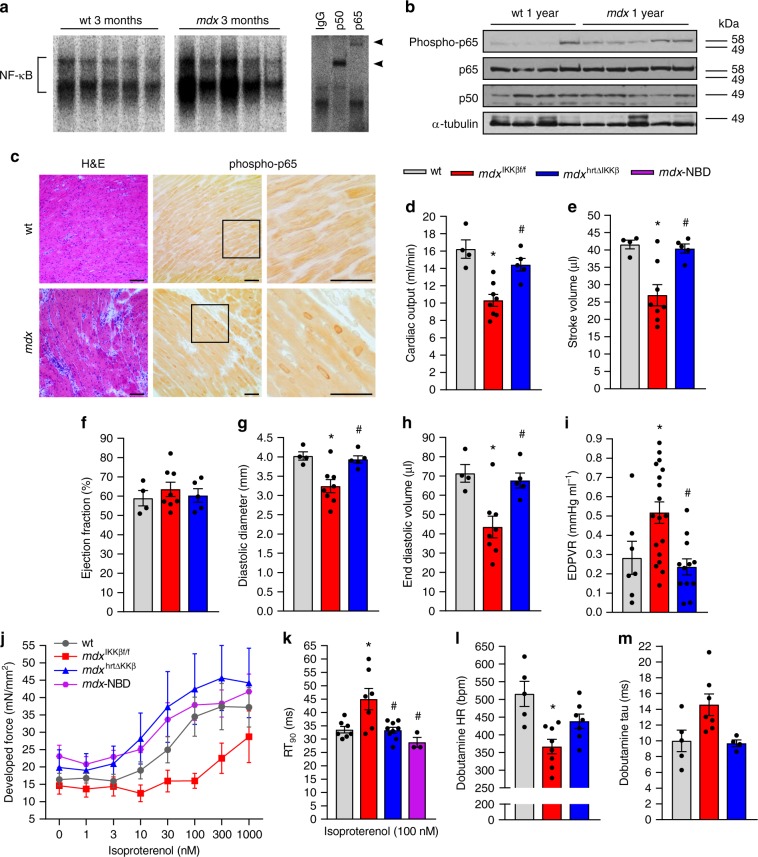
NF-κB causes heart dysfunction in *mdx* mice. **a** EMSA performed on wild-type (wt) and *mdx* hearts (left panel). Supershift EMSA performed on *mdx* hearts using specific antibodies for p65 and p50, and IgG as a control (Right panel). Arrowheads indicate shifted bands. **b** Western blots performed on whole heart lysates and probed for phosphorylated p65-ser536 (phospho-p65), p65, p50, and α-tubulin (used as a loading control). **c** Representative images of H&E and phosho-p65 staining prepared from 1-year old heart sections. Boxed regions appear as magnified images in neighboring panels. Scale bar = 50 μm. **d** cardiac output, **e** stroke volume, **f** ejection fraction (*p* = 0.686), **g** end diastolic diameter, and **h** end diastolic volume assessed by echocardiogram on 13–14-month-old mice (*n* = 4 wt; 8 *mdx*^IKKβf/f^; 5 *mdx*^HRTΔIKKβ^). **i** End-diastolic pressure volume relationship (EDPVR) assessed by ventricular pressure-volume relationship analysis on 13–14-month old mice (*n* = 7 wt; 18 *mdx*^IKKβf/f^; 12 *mdx*^HRTΔIKKβ^). **j** Developed force measured from isolated multicellular cardiac muscles of 7-month old mice in response to β-adrenergic stimulation with isoproterenol (*n* = 7 wt; 7 *mdx*^IKKβf/f^; 9 *mdx*^HRTΔIKKβ^; 3 NBD treated (*mdx*-NBD); *p* = 0.278). **k** Relaxation time (RT_90_) after isoproterenol stimulation in multicellular cardiac muscles (*n* = same as J). **l, m** Ventricular pressure-volume relationship measurements after dobutamine administration on 13–14-month-old mice. **l** Maximal heart rate (HR) (*n* = 5 wt; 8 *mdx*^IKKβf/f^; 7 *mdx*^HRTΔIKKβ^) and (**m**) Tau (isovolumetric relaxation) (*n* = 5 wt; 7 *mdx*^IKKβf/f^; 4 *mdx*^HRTΔIKKβ^; *p* = 0.027 but multiple comparisons test did not detect differences between groups). Data expressed as means ± SEM with bars and plungers and individual data points with dots. *p < 0.05 relative to wt and # *p* < 0.05 relative to *mdx*^IKKβf/f^ by **d**–**i**, **k**–**m** 1-way ANOVA followed by Tukey multiple comparison test where appropriate, **j** 2-way repeated measures ANOVA. Main effects for genotype/treatment

Since we detected activated NF-κB within cardiomyocytes, we asked if this signaling was relevant for dystrophic cardiomyopathy by conditionally deleting IKKβ from *mdx* cardiomyocytes. Knock-out mice were denoted *mdx*^HRTΔIKKβ^, while littermates with intact NF-κB were designated *mdx*^IKKβf/f^. We confirmed that IKKβ expression was reduced in *mdx*^HRTΔIKKβ^ hearts (Supplementary Fig. 1B). Then we examined gross differences between wt, *mdx*^IKKβf/f^ and *mdx*^HRTΔIKKβ^ mice. Representative histological whole hearts sections are included in Supplementary Fig. 1C. By 12–14 months, body weight and heart weight adjusted for tibia length from both *mdx*^IKKβf/f^ and *mdx*^HRTΔIKKβ^ mice were less than wt, but this difference only reached significance in the *mdx*^HRTΔIKKβ^ mice (Table 1). These data indicate that cardiomyocyte deletion of IKKβ does not prevent the reduction of body or heart weight that occurs in aging *mdx* mice^30,32^.

**Table 1:** Data are expressed as means ± SEM. 1-way ANOVA followed by Tukey multiple comparison test

Parameters	wt	*mdx* ^IKKβf/f^	*mdx* ^HRTΔIKKβ^	*P* value
General	*n* = 6	*n* = 8	*n* = 8	
Body weight (g)	36.1 ± 0.7	33.5 ± 1.1	31.1 ± 1.5^a^	0.0376
Heart weight/tibia length (mg mm^−1^)	7.5 ± 0.1	6.6 ± 0.4	6.1 ± 0.2 ^a^	0.0073
Echocardiogram	*n* = 4	*n* = 8	*n* = 5	
HR (BPM)	389.8 ± 17.7	396.1 ± 21.1	357.0 ± 13.1	0.3666
Systolic diameter (mm)	2.8 ± 0.2	2.2 ± 0.2	2.7 ± 0.2	0.0403
End systolic volume (ml)	29.8 ± 4.6	16.5 ± 3.1	27.3 ± 3.8	0.0432
Left ventricular mass (mg)	136.2 ± 6.4	139.2 ± 4.7	142.8 ± 7.5	0.7911
FS (%)	31.0 ± 2.7	34.2 ± 2.8	32.0 ± 2.4	0.7249

^a^Indicates different from wt where multiple comparison test detected differences. HR, (heart rate); FS, (fractional shortening)

In vivo dysfunction has been shown at 10 months in *mdx* mice^28–30^. We asked if deleting NF-κB from *mdx* cardiomyocytes resulted in long-term functional changes. To assure we could detect differences from control mice, echocardiograms were performed on 13–14 month old mice. While cardiac output was reduced in *mdx*^IKKβf/f^ mice, it was restored to wt levels in *mdx*^HRTΔIKKβ^ mice (Fig. 1d). Because anesthetized heart rates were similar between groups (Table 1), stroke volume, which was also significantly compromised in *mdx*^IKKβf/f^ mice, was restored to wt values in *mdx*^HRTΔIKKβ^ mice (Fig. 1e). Ejection fraction was preserved in *mdx*^IKKβf/f^ mice (Fig. 1f), suggesting that *mdx* mice suffer from diastolic dysfunction with either preserved systolic function or a compensation that masks systolic dysfunction. A closer analysis of chambers parameters further supported these findings. While systolic diameters and volumes were not significantly altered (Table 1), end diastolic diameters and volumes were both reduced in *mdx*^IKKβf/f^ and normalized in *mdx*^HRTΔIKKβ^ mice (Fig. 1g,h), indicating that NF-κB deletion prevented the developed pathology of small cardiac chambers in *mdx* mice. Together, data suggest that in *mdx* cardiomyocytes, NF-κB activation causes a smaller, stiff left ventricle with decreased compliance.

To more closely investigate how NF-κB signaling affects cardiac contractility, we performed left ventricular pressure-volume relationship analysis. End-diastolic pressure volume relationship was increased in *mdx*^IKKβf/f^ compared to wt mice and restored to wt values in *mdx*^HRTΔIKKβ^ mice (Fig. 1i), whereas end systolic pressure volume relationship was similar between all groups (Supplementary Table 1). Additional functional parameters that were not significantly altered are also reported in Supplementary Table 1. These data further support our echocardiogram results, suggesting that NF-κB signaling in *mdx* cardiomyocytes promotes diastolic dysfunction.

We next examined ex vivo cardiac function. We systemically treated 6-month-old *mdx* mice with NBD peptide for 1 month and performed function on multicellular cardiac preparations. We chose this time because ex vivo histological and functional cardiac deficits begin to develop at this stage. Age matched mice from our genetic model were used for comparisons. Although force values derived from *mdx*^IKKβf/f^ mice were consistently lower across all frequencies compared to wt, these differences did not reach statistical significance (Supplementary Fig. 1D). In comparison, force production was higher in both *mdx*^HRTΔIKKβ^ and NBD-treated *mdx* muscles than in *mdx*^IKKβf/f^ and wt muscles. We then assessed the ability of these multicellular muscles to relax, which affects cardiac diastole. Time from peak force to 90% relaxation (RT_90_) trended toward being slower in *mdx*^IKKβf/f^ muscles, whereas *mdx*^HRTΔIKKβ^ and *mdx*-NBD muscles showed relaxation times more similar to wt rates (Supplementary Fig. 1E). One indicator of a failing heart is the inability to respond to β-adrenergic stimulation^33^. We tested if this was dependent on NF-κB signaling. When cardiac muscles were challenged with increasing doses of the β-adrenergic stimulant isoproterenol, *mdx*^IKKβf/f^ cardiac preparations responded with weak force production characteristic of their dystrophic phenotype (Fig. 1j)^26^. These mice were unresponsive to both low and moderate isoproterenol doses, only responding with slightly increased force production at high doses. In contrast, *mdx*^HRTΔIKKβ^ and NBD-treated *mdx* cardiac preparations responded to low isoproterenol doses following a parabolic curve similar to wt muscles. When we assessed relaxation, in response to isoproterenol, time from peak force to 90% relaxation (RT_90_) was slower in *mdx*^IKKβf/f^ muscles, whereas *mdx*^HRTΔIKKβ^ and NBD-treated *mdx* cardiac preparations showed an improved ability to accelerate their relaxation time back to wt levels (Fig. 1k). Together, these results indicate that pharmacological inhibition of NF-κB for just 1 month can reverse existing, stress induced cardiac muscle dysfunction, and that inhibition of NF-κB systemically and specifically in cardiomyocytes reverses the pathological inability of cardiac muscle preparations to respond to β-adrenergic stimulation.

To further explore the inability of *mdx* mice to respond to β-adrenergic stimulation, and the dependency of this response on cardiomyocyte NF-κB, we challenged mice with the β-adrenergic agonist dobutamine while performing pressure-volume loop analysis in vivo. Wt mice responded with a robust increase in heart rate, while *mdx*^IKKβf/f^ mice were unable to increase their heart rates (Fig. 1l). *mdx*^HRTΔIKKβ^ mice responded with an increased heart rate, but did not normalize to wt. Isovolumetric relaxation time (tau) indicated that accelerated relaxation occurred in wt and *mdx*^HRTΔIKKβ^, but not in *mdx*^IKKβf/f^ mice, although this did not reach significance (Fig. 1m). These data demonstrate that *mdx* cardiac muscle have an impaired ability to relax and are therefore unable to respond to β-adrenergic stress with heart rate acceleration. Cumulatively, data show that cardiomyocyte NF-κB impairs cardiac response to β-adrenergic stress, thus providing the first evidence that cardiomyocyte-derived classical NF-κB signaling plays an instrumental role in promoting dystrophic cardiac dysfunction. Although we cannot exclude the possibility that alternative NF-κB is compensating for the loss of IKKβ and contributing to the improved phenotype, processing of p100 to p52, as a measure of alternative pathway activation, was undetectable in the hearts of any of our mice (Supplementary Fig. 1F).

### Cardiomyocyte NF-κB inhibition improves calcium handling in *mdx* hearts

Because cardiac stiffness from fibrosis leads to diastolic dysfunction, and expression of fibrotic genes is increased at an early age in *mdx* hearts (Supplementary Fig. 2A), we asked if NF-κB promoted cardiac fibrosis. Histologically, fibrosis was comparable in hearts from 1-year-old *mdx*^IKKβf/f^ and *mdx*^HRTΔIKKβ^ mice (Supplementary Fig. 2B, C). This finding was consistent with gene expression analysis of the same panel of fibrotic genes that were elevated in *mdx* mice (Supplementary Fig. 2D). Membrane disruption also appeared similar between groups (Supplementary Fig. 2B). These data led to an intriguing implication that while cardiomyocyte NF-κB is not required for development of cardiac fibrosis or myocyte injury in *mdx* mice, it still contributes to cardiac dysfunction.

To gain insight into how NF-κB promotes cardiomyocyte dysfunction, we performed microarray analysis comparing *mdx*^HRTΔIKKβ^ to *mdx*^IKKβf/f^ hearts. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotations identified genes related to calcium as enriched in the absence of NF-κB (Fig. 2a). Because of this proposed link between NF-κB and calcium, we examined calcium transient amplitudes at the single cell level to determine if gene expression changes coincided with functional outcomes. Results showed that calcium transients were reduced in *mdx*^IKKβf/f^ compared to wt mice (Fig. 2b). In sharp contrast, calcium transient deficits were rescued in *mdx*^HRTΔIKKβ^ cardiomyocytes, indicating that NF-κB is intrinsically regulating calcium handling in *mdx* cardiomyocytes.

**Fig. 2:**
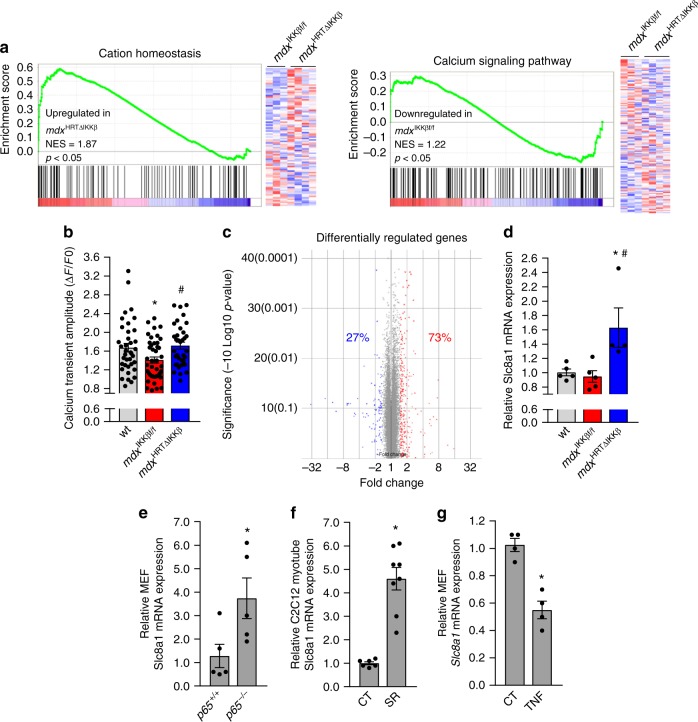
Cardiomyocyte NF-κB ablation normalizes calcium handling and increases gene expression. **a** Statistically significant gene categories from microarray analysis identified using Gene Set Enrichment Analysis. Heatmaps represent genes identified in annotations. **b** Calcium transient amplitude measured from cardiomyocytes isolated from 7–8-month old mice (*n* = 38 wt; 43 *mdx*^IKKβf/f^; 35 *mdx*^HRTΔIKKβ^ cardiomyocytes). **c** Depiction of individual microarray genes that were up- and down-regulated in *mdx*^HRTΔIKKβ^ relative to *mdx*^IKKβf/f^ hearts. Genes shown in red are ≥ 1.5-fold upregulated and those in blue are ≥ 1.5-fold downregulated. **d**–**g** qPCR analysis of *Slc8a1* expression. RNA isolated from **d** 6–7-month-old hearts (*n* = 5 wt; 5 *mdx*^IKKβf/f^; 4 *mdx*^HRTΔIKKβ^), **e** mouse embryonic fibroblasts (MEFs) that were wt (*p65*^*+/+*^) or null (*p65*^−/−^) for *p65* (*n* = 5). **f** C2C12 myotubes expressing empty vector as control (CT) or IκBα super repressor (SR) (*n* = 6 CT; 8 SR), and **g** MEFs untreated (CT) or treated with TNF (*n* = 4). Data expressed as means ± SEM with bars and plungers and individual data points with dots. *p < 0.05 relative to respective control and #*p* < 0.05 relative to *mdx*^IKKβf/f^ by **b, d** 1-way ANOVA followed by Tukey multiple comparison test and **e**–**g** 2-tailed Student’s *t* test

We then took a broader look at the overall gene expression pattern of dystrophic hearts lacking NF-κB to gain a better understanding for how this factor may be regulating calcium. NF-κB dimers containing the p65 subunit are usually thought of as transcriptional activators. Thus, when bound to consensus DNA sequences, target gene expression is typically stimulated^12^. Accordingly, we anticipated an overall reduction in gene expression upon deleting NF-κB in cardiomyocytes. Surprisingly, only 27% of differentially regulated genes (using 1.5-fold cut-off) were downregulated when NF-κB was deleted, whereas 73% were upregulated (Fig. 2c). Consistently, the majority of calcium genes identified in the GO and KEGG annotations were also upregulated in *mdx*^HRTΔIKKβ^ hearts (Fig. 2a). This is in sharp contrast to microarray results we recently reported from Ras transformed *p65*^−/−^ mouse embryonic fibroblasts (MEFs), which as expected, showed a predominance of down-regulated genes (89%) compared to *p65*^*+/+*^ cells^34^, or previous results in TNF treated HeLa cells, which demonstrated a similar predominance of NF-κB dependent upregulated genes^35^. Thus, our findings reveal a previously unappreciated functional role for NF-κB as a global repressor in *mdx* hearts.

Next, we sought to understand how NF-κB functions to repress calcium genes. We observed that differential expression was subtle, suggesting that small changes from multiple genes, rather than a large change from a single gene, might be responsible for improvements in calcium handling in the absence of NF-κB. We searched for candidate genes that were both upregulated in *mdx*^HRTΔIKKβ^ hearts and associated with calcium. One gene that fit these criteria was the solute carrier family 8 (sodium/calcium exchanger), member 1, (*Slc8a1* gene that codes for the NCX1 protein). NCX1 is a transmembrane channel protein that plays a role in maintaining calcium homeostasis in multiple cell types including muscle^36^. Quantitative RT-PCR confirmed *Slc8a1* upregulation in *mdx*^HRTΔIKKβ^ compared to *mdx*^IKKβf/f^ hearts (Fig. 2d), suggesting this gene is negatively regulated by NF-κB. This regulation was not restricted to cardiac tissue, since similar upregulation occurred in *p65*^−/−^ compared to *p65*^*+/+*^ MEFs and C2C12 skeletal myoblasts stably expressing the IκBα mutant super repressor (SR) inhibitor of NF-κB (Fig. 2e,f). Conversely, whereas TNF typically activates NF-κB to induce gene expression, TNF treatment of both MEF and C2C12 cells significantly reduced *Slc8a1* expression (Fig. 2g and Supplementary Fig. 2E). This response was specific to p65, since *Slc8a1* expression was comparable between *p50*^*+/+*^ and *p50*^−/−^ MEFs (Supplementary Fig. 2F). Collectively, these results support that NF-κB represses *Slc8a1*.

### NF-κB repression of *Slc8a1* occurs through depletion of H3K27ac

We next investigated the mechanism of *Slc8a1* repression by NF-κB. Our previous studies in skeletal muscle demonstrated that NF-κB repressed myofibrillar genes through activation of the Polycomb chromatin remodeling complex associated protein, YY1^37,38^. However, no significant difference in *Yy1* expression was detected between *mdx*^HRTΔIKKβ^ and *mdx*^IKKβf/f^ hearts (Supplementary Fig. 3A), suggesting that NF-κB does not utilize YY1 to repress gene expression in cardiomyocytes. To explore the possibility of an alternative chromatin remodeling mechanism, we used the UCSC Genome Browser to examine the chromatin landscape of *Slc8a1*. Results identified a putative regulatory region within the first intron containing a CpG island (Fig. 3a). In addition to regulating genes through DNA methylation, CpG islands influence chromatin conformation. Accordingly, we found the CpG island embedded in a 3 kb region, which ENCODE ChIP sequencing (ChIP-seq) datasets also showed were enriched for numerous histone modifications. Based on this information, we examined whether epigenetic and/or chromatin-mediated mechanisms were regulating *Slc8a1* expression by treating MEFs with the pan histone deacetylase inhibitor (HDACi) Trichostatin A (TSA) alone, or in combination with the DNA methylation inhibitor 5-Aza-2′-deoxycytidine (5-Aza). We first confirmed these drugs were effectively preventing histone deacetylation and demethylating DNA, respectively, using the gene, *Wif1*, which is epigenetically silenced in MEFs. *Wif1* was highly induced by the dual treatment of TSA and 5-Aza (Supplementary Fig. 3B). With respect to *Slc8a1*, TSA increased expression, whereas 5-Aza alone had no effect (Fig. 3b). TSA in combination with 5-Aza did not result in an additional increase over TSA alone. Consistently, TSA increased *Slc8a1* expression in HL-1 cardiomyocytes and C2C12 myoblasts (Fig. 3c, d). Together, these results suggest that NF-κB regulates *Slc8a1* through a histone modification-dependent mechanism.

**Fig. 3:**
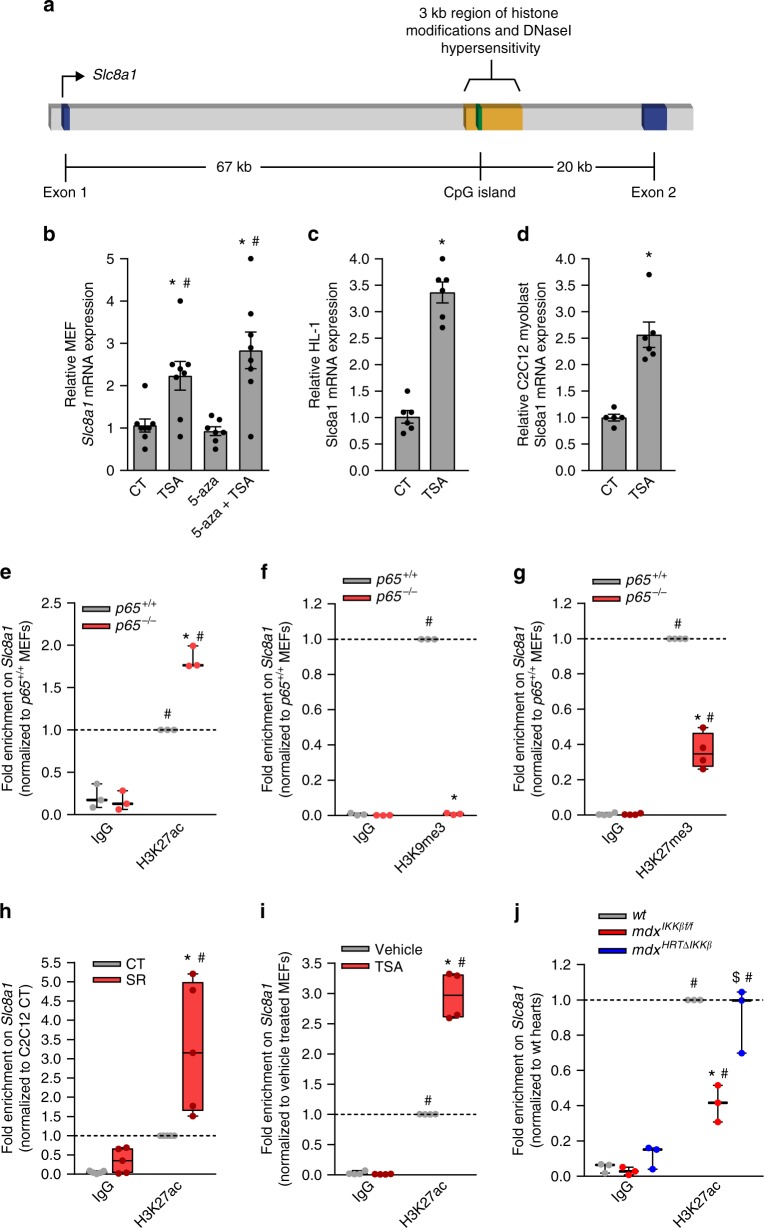
NF-κB ablation increases *Slc8a1* through H3K27ac depletion. **a** Schematic depicting a regulatory region of interest within intron 1 of *Slc8a1*. Blue boxes = exons, orange box = the region of interest, green box = CpG island, arrow = TSS. **b**–**d** *Slc8a1* expression analyzed by qPCR on total RNA isolated from **b** MEFs that were vehicle treated (CT) or treated with trichostatin A (TSA), 5-Aza-2′-Deoxycytidine (5-aza), or a combination of TSA and 5-aza (*n* = 8 except 5-aza *n* = 7), and **c** HL-1 cardiomyocytes (*n* = 6) or **d** C2C12 myoblasts treated with vehicle (CT) or TSA and expressed relative to CT expression (*n* = 5 CT; 6 TSA). **e**–**j** ChIPs performed with **e, h**–**j** an H3K27ac antibody, (**f**) an H3K9me3 antibody (*n* = 3), or **g** an H3K27me3 antibody (*n* = 4) and qPCR analysis was used to detect enrichment in the *Slc8a1* regulatory region. DNA extracted from **e**–**g, i** MEFs (*n* = 3 **e**; 4 **i**), **h** C2C12 myoblasts (*n* = 5), or **j** mouse hearts (*n* = 3). **b**–**d** Data expressed as means ± SEM with bars and plungers and individual data points with dots. **e**–**j** Data expressed using box and whiskers plots. The central line in the boxes is the median value; the lower and upper boundaries of the boxes represent the lower and upper quartiles, respectively; the lower and upper whiskers represent the minimum and maximum values, respectively. Individual data points are plotted with dots.*p < 0.05 CT, wt, or vehicle MEF, #*p* < 0.05 5-aza or IgG, and $ *p* < 0.05 *mdx*^IKKbf/f^ by **b** 1-way ANOVA followed by Tukey multiple comparison test, by **c, d** 2-tailed Student’s *t* test, or by **e**–**j** 2-way ANOVA followed by Tukey Post-hoc analysis

We next performed ChIP assays to look for differences in several histone marks. We examined the acetylation (ac) and trimethylation (me3) of lysine 27 on histone H3 (H3K27). H3K27ac and H3K27me3 antagonize one another, indicative of transcriptional activation and repression, respectively. Additionally, we looked for me3 of histone H3 on lysine 9 (H3K9me3), a mark conducive for transcriptional repression. ChIP results revealed that *Slc8a1* was enriched for H3K27ac in *p65*^−/−^ compared to *p65*^*+/+*^ MEFs (Fig. 3e), whereas a loss of enrichment was detected in both H3K27me3 and H3K9me3 (Fig. 3f,g). H3K27ac enrichment was also detected in C2C12 SR compared to control myoblasts (Fig. 3h). Moreover, ChIP assays revealed that treatment of MEFs with TSA enhanced H3K27ac on *Slc8a1* (Fig. 3i). To assess the significance of our results, we performed in vivo ChIPs. Results showed H3K27ac was depleted in *mdx*^IKKβf/f^ hearts, but was normalized in *mdx*^HRTΔIKKβ^ hearts (Fig. 3j). Together these data support that loss of NF-κB signaling in dystrophic cardiomyocytes leads to a more permissive chromatin conformation on *Slc8a1*.

### NF-κB inhibition promotes global H3K27ac enrichment

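Acetylation of histone H3 at K27 (H3K27ac), a mark of active enhancers and promoters, was mapped by ChIP-seq in hearts of 7-month-old *mdx* mice, which lack dystrophin. The 2 genotypes compared were *mdx* HRTΔIKKβ, in which Myh6-cre deletes IKKβ, the kinase that activates NF-κB, from cardiomyocytes, and *mdx* IKKβf/f, which carry the floxed gene without cre. For each genotype 1 ChIP library and 1 matched input library (chromatin sequenced without immunoprecipitation) were made, so no value below has a replicate error and no difference between genotypes could be tested against the spread between hearts. The authors mapped reads to the mm9 genome with Bowtie2 and called H3K27ac regions with HOMER findPeaks in its histone mode, against the matched input of the same genotype. The ChIP libraries held 57852347 tags in *mdx* IKKβf/f and 62458751 tags in *mdx* HRTΔIKKβ, a ratio of 1.08. Input depth is not listed, but the scaling of ChIP tags to input in the deposited region lists implies about 39800000 tags in *mdx* IKKβf/f and 35700000 in *mdx* HRTΔIKKβ, so the *mdx* HRTΔIKKβ library had the deeper ChIP and the shallower input.

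The caller scanned windows of 500 bp. In *mdx* IKKβf/f it expected 14.463 tags per window and kept windows with at least 29 tags. In *mdx* HRTΔIKKβ it expected 15.615 and kept windows with at least 30. The threshold was therefore 2.005 times the expected count in *mdx* IKKβf/f and 1.921 times the expected count in *mdx* HRTΔIKKβ. These are the caller's expected counts and not means measured over the 2558.5 Mb of assembled sequence. They imply a smaller genome, so means over the assembled sequence would be lower. The file headers list 216836 putative peaks in *mdx* IKKβf/f and 356107 in *mdx* HRTΔIKKβ, of which 399 and 834 are given as filtered by input, and do not say at which step the putative peaks were counted. Regions also had to hold at least 4 times the tags of the input scaled to the same depth, with a Poisson p of at most 0.0001. The region lists report each region's position, its normalized tags (scaled to 10000000 tags per library) and its peak score. They also report its input tags and its fold over input with a p-value. The peak score is read here as the tags in the highest window of the region. From these lists the regions were counted, compared by overlap of their positions, and placed on the GENCODE vM1 gene annotation of the same genome build. Shares are given with 95% Wilson intervals, which describe counting error over regions and not variation between hearts. The number of regions depends on the depth of both libraries, on the fold over input and on how neighbouring windows are joined, and these choices were varied.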

To determine if H3K27ac enrichment on *Slc8a1* in the absence of NF-κB was a global event, we performed in vivo ChIP-seq for H3K27ac. Strikingly, ~10,000 more H3K27ac regions were detected in *mdx*^HRTΔIKKβ^ compared to *mdx*^IKKβf/f^ hearts (22,498 vs 12,148), highlighting global transcriptional activation in the absence of NF-κB signaling, and corroborating our microarray data. 

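The deposited lists held 12566 H3K27ac regions in *mdx* IKKβf/f hearts and 22981 in *mdx* HRTΔIKKβ hearts (no replicates), a difference of 10415 regions and a ratio of 1.83. Of all regions in both lists, 64.6% came from *mdx* HRTΔIKKβ (95% Wilson interval 64.2% to 65.1%). Regions took up 411100 of the ChIP tags (0.71%) in *mdx* IKKβf/f and 787084 (1.26%) in *mdx* HRTΔIKKβ. Most regions were a single window, with 85.8% of *mdx* IKKβf/f regions and 84.0% of *mdx* HRTΔIKKβ regions exactly 500 bp wide. The highest window of a region had a median of 31 tags in *mdx* IKKβf/f (quartiles 30 and 34, maximum 56) and 32 tags in *mdx* HRTΔIKKβ (quartiles 31 and 35, maximum 73). These medians are 2.14 and 2.05 times the tags the caller expected per window in each library. In *mdx* IKKβf/f, 79.7% of regions lay within 5 tags of the calling threshold, and in *mdx* HRTΔIKKβ 77.7% did. The median fold over input was 5.16 in *mdx* IKKβf/f and 5.0 in *mdx* HRTΔIKKβ.

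The largest region of the *mdx* IKKβf/f list by normalized tags lay on chromosome 9 from 99649144 to 99650795 (mm9), in the promoter interval of SNORA17 and inside Gm16004, with 18.1 normalized tags (95% Poisson interval 14.8 to 22.0). The next lay in an intron of Arhgap44 (chromosome 11, 64825117 to 64826261) with 15.2, in an exon of Dclk3 (chromosome 9, 111370067 to 111371648) with 14.9, between genes on chromosome 11 (84568941 to 84569837) with 14.7, and in an intron of Camta1 (chromosome 4, 150784655 to 150786392) with 14.3. In the *mdx* HRTΔIKKβ list, the largest lay in an exon of Mtnr1b (chromosome 9, 15666672 to 15667937) with 17.5 normalized tags (95% Poisson interval 14.3 to 21.1). It was followed by an intron of Gm12962 (chromosome 4, 131216473 to 131218103) with 17.3, the promoter interval of Glb1l2 (chromosome 9, 26600654 to 26602422) with 17.0, and intergenic regions on chromosome 12 (89798420 to 89799954) with 15.5 and chromosome 11 (70552752 to 70554073) with 15.4. Of these, only the Dclk3 region overlapped a region of the other genotype. Among regions that overlapped none of the other genotype, the leading 5 were the same in *mdx* HRTΔIKKβ, and in *mdx* IKKβf/f an intron of Nrxn3 (chromosome 12, 90497545 to 90498975) with 14.2 took the place of Dclk3. Normalized tags rise with width, and these regions were 896 to 1768 bp wide where the median was 500 bp. They were 4.02- to 5.38-fold over input, where 4-fold was required. Peak scores ran from 30 (Nrxn3) to 53, where the list maxima were 56 and 73. The ranking thus favours wide regions and does not pick the highest peak scores. The Poisson intervals do not allow for choosing the largest regions.

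Requiring a peak score of at least 1.5 times the lowest in each list moved the counts most, to 143 regions in *mdx* IKKβf/f and 463 in *mdx* HRTΔIKKβ. Thinning the *mdx* HRTΔIKKβ peak tags to the *mdx* IKKβf/f depth and threshold left 17074 regions, a ratio of 1.36. Only listed regions were thinned, so windows at 29 tags could not enter, and the input filter was not rerun. A new call at the lower depth could give another number. From the larger number of regions in *mdx* HRTΔIKKβ hearts, together with its microarray, the paper concludes that transcription is globally activated when NF-κB signaling is absent.

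**Figure D1:**
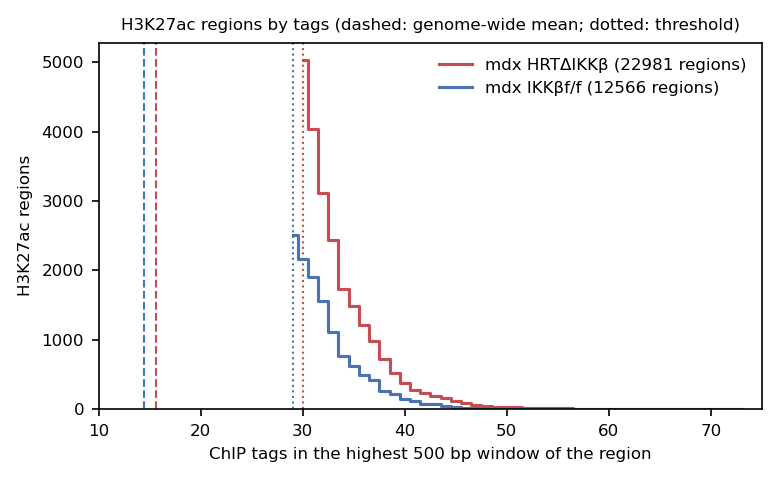
Number of H3K27ac regions (y axis) by the ChIP tags in the highest 500 bp window of the region (x axis) for 1 library of each genotype. Dotted lines are the calling thresholds (29 and 30 tags). Dashed lines, labelled genome-wide mean, are the tags the caller expected per window (14.463 and 15.615 tags). Both lists fall off from the threshold, with medians of 31 and 32 tags.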

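The centre of each region on an assembled chromosome was assigned, in this order, to a promoter (within 3 kb of a TSS), an exon, an intron, the downstream flank of a gene or distal intergenic sequence. Of 12548 *mdx* IKKβf/f regions, 4206 (33.5%, 95% Wilson interval 32.7% to 34.4%) fell in introns and 6135 (48.9%, 48.0% to 49.8%) in distal intergenic sequence. Of 22956 *mdx* HRTΔIKKβ regions, 7887 (34.4%, 33.7% to 35.0%) fell in introns and 11029 (48.0%, 47.4% to 48.7%) in distal intergenic sequence. Introns and distal intergenic sequence together held 82.41% of *mdx* IKKβf/f regions (81.74% to 83.07%) and 82.4% of *mdx* HRTΔIKKβ regions (81.9% to 82.89%), which were not distinguishable (Fisher's exact test over regions, p = 0.99). Promoters held 12.0% of *mdx* IKKβf/f and 12.2% of *mdx* HRTΔIKKβ regions, and exons 3.6% and 3.5%. When the same regions were placed at random on their own chromosomes 1000 times, introns and distal intergenic sequence held 85.18% of the *mdx* IKKβf/f and 85.12% of the *mdx* HRTΔIKKβ placements on average. Assigning a region by any overlap, promoters first, lowered the share to 78.04% in *mdx* IKKβf/f and 77.98% in *mdx* HRTΔIKKβ. The paper reasons that intragenic and distal intergenic sequence, which held its largest share of regions in both genotypes, is where an enhancer mark is expected.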

Although there were ~10,000 more individual H3K27ac regions detected in *mdx*^HRTΔIKKβ^ hearts, the genomic landscape of both our samples showed that the largest proportion of bound regions (~77%) was within intragenic and distal intergenic regions, which are the expected regions for an enhancer mark such as H3K27ac (Fig. 4a). 

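The distance from each region's centre to the nearest TSS of the GENCODE vM1 annotation had a median of 27.7 kb in *mdx* IKKβf/f and 25.4 kb in *mdx* HRTΔIKKβ. In *mdx* IKKβf/f, 3587 of 12548 regions lay within 10 kb of a TSS (28.59%, 95% Wilson interval 27.8% to 29.38%), and in *mdx* HRTΔIKKβ 6775 of 22956 (29.51%, 28.93% to 30.11%). The shares of the genotypes were close to each other (Fisher's exact test over regions, odds ratio 0.956, p = 0.067). Within 1 kb of a TSS lay 640 *mdx* IKKβf/f regions (5.1%) and 1157 *mdx* HRTΔIKKβ regions (5.04%). More than 100 kb away lay 20.46% of *mdx* IKKβf/f and 19.2% of *mdx* HRTΔIKKβ regions. Random placement of the regions on their own chromosomes put on average 27.92% of *mdx* IKKβf/f and 28.0% of *mdx* HRTΔIKKβ regions within 10 kb of a TSS. Restricting the annotation to protein-coding genes, an alternative chosen after the files arrived, moved the share within 10 kb most, to 22.52% in *mdx* IKKβf/f and 23.27% in *mdx* HRTΔIKKβ. Because most of the regions lie away from transcription start sites, the paper concludes that the enrichment sits mostly at enhancers.

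**Figure D2:**
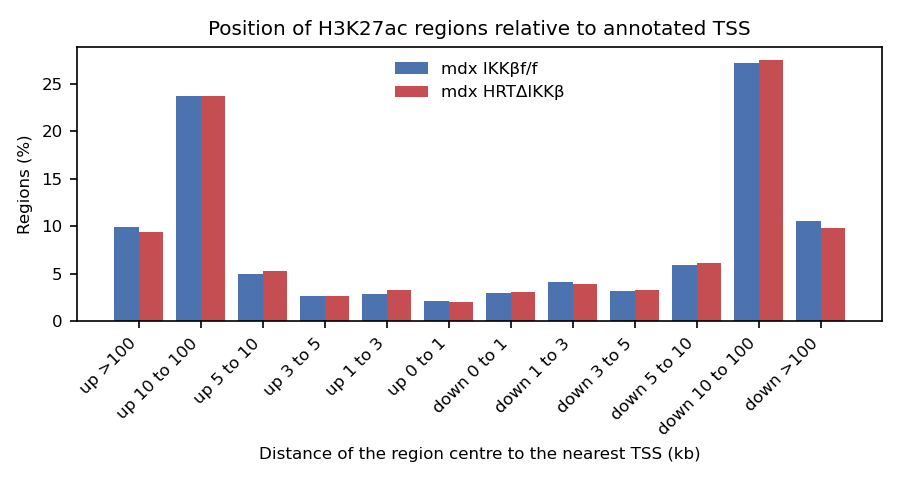
Percent of H3K27ac regions (y axis) by distance of the region centre to the nearest TSS in kb, upstream (up) or downstream (down) (x axis), for 1 library of each genotype. The genotypes differ little, and the bins from 10 to 100 kb hold the most regions, 23.77% upstream in both lists and 27.18% and 27.52% downstream.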

Further interrogation revealed less than 20% of H3K27ac binding was within 10 kb of transcriptional start sites (Fig. 4b), substantiating that enrichment was confined mostly to genomic enhancers. To characterize our H3K27ac ChIP-seq results in the context of publicly available data sets from the ENCODE Consortium, we examined the genome-wide coverage of H3K27ac, H3K4me1, and H3K36me3 from normal hearts in relationship to our *mdx* hearts. Whereas ChIP-seq fragment densities peaked around our data with H3K27ac and another enhancer mark, H3K4me1, such a spike was absent in fragment densities around peaks with H3K36me3 ChIP-seq data. Instead, consistently elevated fragment densities occurred with H3K36me3, an expected pattern since it marks exons throughout actively transcribed genes (Fig. 4c and Supplementary Fig. 4A). These data indicate the overall binding pattern we observe is consistent with those globally expected in normal hearts.

**Fig. 4:**
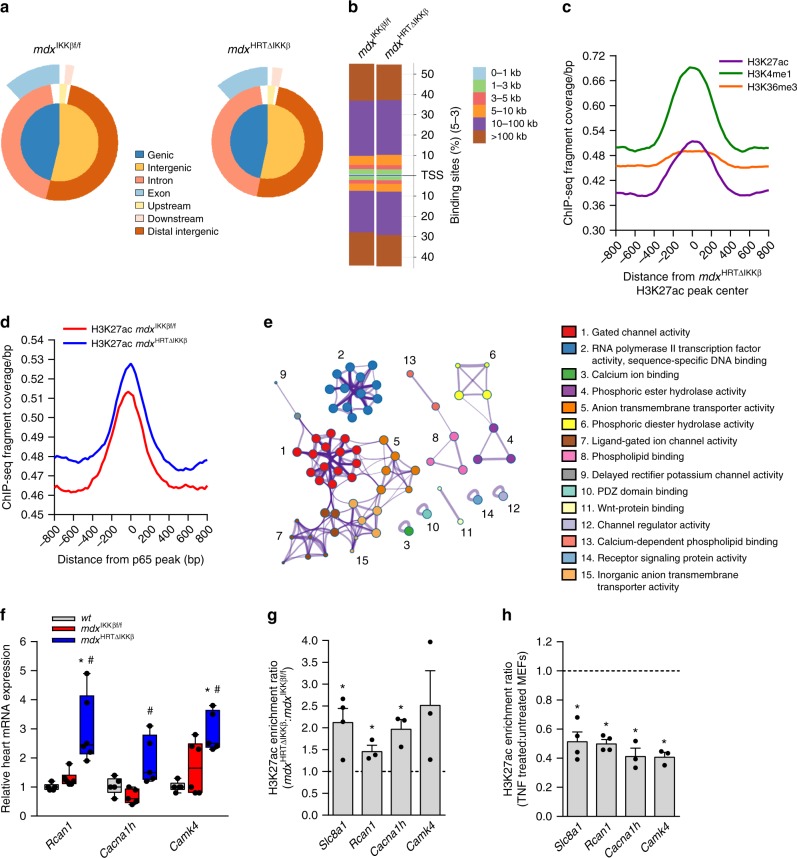
Cardiomyocyte NF-κB ablation causes global H3K27ac enrichment in *mdx* hearts. **a** Venn diagram pie chart depicting the H3K27ac ChIP-seq annotation within specified regions of the genome from mouse hearts. **b** Genome-wide distribution of H3K27ac binding loci relative to transcription start sites (TSS). **c**–**d** Genome-wide fragment density showing potential overlap of **c**. ChIP-seq histone marks across peaks from our ChIP-seq performed in *mdx*^HRTΔIKKβ^ hearts and **d** our ChIP-seqs across peaks from p65 ChIP-seq. **e** Network showing the top 15 Gene Ontology clusters identified from differentially enriched genes in the *mdx*^HRTΔIKKβ^ when compared to *mdx*^IKKβf/f^ H3K27 regions. The most significantly enriched pathway for each cluster is labeled as the representative term for that group. **f** Gene expression analyzed by qPCR on total RNA isolated from hearts (*n* = *Rcan1*: 5 wt; 6 *mdx*^IKKβf/f^; 6 *mdx*^HRTΔIKKβ^; *Cacna1h*: 5 for all genotypes; *Camk4* 5 wt; 6 *mdx*^IKKβf/f^; 5 *mdx*^HRTΔIKKβ^). **g**–**h** ChIP performed with an H3K27ac antibody and qPCR analysis was used to detect enrichment on denoted genes. DNA extracted from **g** mouse hearts (*n* = 3) or **h** control and TNF treated MEFs (*n* = 4 *Slc8a1* and *Rcan1* and 3 *Cacna1h* and *Camk4*). Genes were expressed as a ratio. Dotted line represents level of enrichment equal to **g** *mdx*^IKKβf/f^ hearts and **h** control MEFs. Bars represent (**g**) enrichment in hearts and **h** depletion in TNF treated MEFs. **f** Data expressed using box and whiskers plots. The central line in the boxes is the median value; the lower and upper boundaries of the boxes represent the lower and upper quartiles, respectively; the lower and upper whiskers represent the minimum and maximum values, respectively. Individual data points are plotted with dots. **g**–**h** Data expressed as means ± SEM with bars and plungers and individual data points with dots. **f** *p < 0.05 wt and # *p* < 0.05 *mdx*^IKKβf/f^, by 1-way ANOVA followed by Tukey multiple comparison test. **g**–**h** *p < 0.05 *mdx*^IKKβf/f^ or untreated MEFs by 2-tailed Student’s *t* test

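On each of the 19 autosomes the *mdx* HRTΔIKKβ list held more regions than the *mdx* IKKβf/f list. The ratio ranged from 1.69 on chromosome 12 (1040 against 616 regions) to 1.95 on chromosome 15 (1044 against 536). The distribution over chromosomes did not differ detectably between the lists (chi-square 16.21 with 19 degrees of freedom, p = 0.64), although regions are not independent replicates. Density over the autosomes was 5.24 regions per Mb of sequence in *mdx* IKKβf/f (4.28 to 6.29 by chromosome) and 9.58 in *mdx* HRTΔIKKβ (7.86 to 11.4). The X chromosome held 6 regions in *mdx* IKKβf/f and 21 in *mdx* HRTΔIKKβ, or 0.037 and 0.13 per Mb, and the Y chromosome 2 and 0. With chromosomes 1 to 19 only, the chi-square test gave p = 0.72. From the change across the genome, the paper reasons that NF-κB suppresses histone acetylation genome-wide and so looks for NF-κB binding near the enriched regions.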

Because we found that NF-κB suppresses genome-wide histone acetylation, we suspected that NF-κB binding would be located near enriched H3K27ac regions. To test this, we analyzed the density of H3K27ac binding in our samples across peaks from a publicly available p65 ChIP-seq data set. Results showed that increased H3K27ac was detected surrounding p65 binding peaks in the *mdx*^HRTΔIKKβ^ hearts, even when samples were adjusted to equalize the number of reads per experiment (Fig. 4d; total reads and Supplemental 4B; equalized reads). Importantly, the slope of the peak was shifted in *mdx*^HRTΔIKKβ^ hearts, reflecting a change in binding around these regions. These subtle differences in the genomic landscape were expected because the observed phenotype was a change in the degree of H3K27ac, as opposed to a complete abolishment of this activation mark. 

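In *mdx* IKKβf/f hearts, 401 of 12566 regions (3.19%, 95% Wilson interval 2.9% to 3.51%) overlapped a *mdx* HRTΔIKKβ region by at least 1 bp, and 401 of 22981 *mdx* HRTΔIKKβ regions (1.74%, 1.58% to 1.92%) overlapped an *mdx* IKKβf/f region. The other 12165 *mdx* IKKβf/f regions and 22580 *mdx* HRTΔIKKβ regions were listed in one genotype only. Random placement of the *mdx* IKKβf/f regions on their own chromosomes gave 129.4 overlaps on average, against 399 observed on assembled chromosomes, a 3.08-fold excess (permutation test by random placement, p = 0.001, the smallest that 1000 placements can give). Against sequence of the same chromosome and GC content, the excess was 1.9-fold (399 against 210.2, SD 14.3). In the 401 pairs of overlapping regions, the log2 ratio of normalized tags per kb in *mdx* HRTΔIKKβ over *mdx* IKKβf/f had a median of -0.056 (bootstrap 95% interval -0.067 to -0.019) and ran from -0.42 to 0.36 between its 5th and 95th percentiles. Tags were higher in *mdx* HRTΔIKKβ in 162 pairs (40.4%, 95% Wilson interval 35.7% to 45.3%), and no pair differed by more than 1 log2 unit. Both members of a pair had to pass the calling threshold, which narrows this range. Relative to depth, the threshold was lower in *mdx* HRTΔIKKβ (1.921 against 2.005 times the tags the caller expected). The median region of the whole list likewise had 5.12 normalized tags in *mdx* HRTΔIKKβ and 5.36 in *mdx* IKKβf/f. The thresholds alone can thus put the median ratio below 0, so the pairs do not show lower H3K27ac in *mdx* HRTΔIKKβ hearts. Regions seen in both genotypes had a median of 32 tags in their highest window in *mdx* IKKβf/f and 33 in *mdx* HRTΔIKKβ, against 31 and 32 in regions seen in one genotype. Extending the regions of the other list by 1000 bp on each side raised the overlapping share most, to 6.42% of *mdx* IKKβf/f and 3.53% of *mdx* HRTΔIKKβ regions. The paper does not compare the lists by overlap. For H3K27ac density around public p65 peaks, a different measure, it reasons that differences are subtle because the phenotype is a change in how much H3K27ac is present and not its complete loss.

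**Figure D3:**
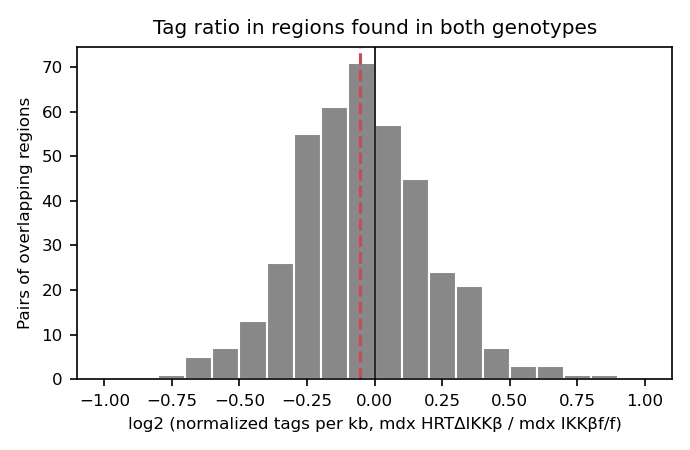
Number of pairs of overlapping regions (y axis) by the log2 ratio of normalized tags per kb in *mdx* HRTΔIKKβ over *mdx* IKKβf/f (x axis). The solid line is equality and the dashed line the median of -0.056 over 401 pairs; 162 pairs lie above 0.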

We confirmed by ChIP that p65 binding was also detected on *Slc8a1* (Supplementary Fig. 4C). When differentially enriched H3K27ac regions from *mdx*^HRTΔIKKβ^ relative to *mdx*^IKKβf/f^ hearts were queried for significant GO pathways, networks of calcium-related terms were prominent (Fig. 4e). 

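The regions listed in *mdx* HRTΔIKKβ but not in *mdx* IKKβf/f stand in here for the differentially enriched regions, because the tag directories that HOMER needs for its differential test and the gene list given to Metascape are not in the files analysed here. Calcium genes were taken as the 89 protein-coding gene entries of GENCODE vM1 whose symbols begin with one of 14 family prefixes listed before the regions were placed on genes, among them Cacn, Camk, Ryr, Itpr, Atp2a, Slc8a, Rcan, Ppp3 and Trpc. The match went by symbol alone, so it also took in Itprip, Itpripl1, Itpripl2, Trpc4ap and Orai2-ps, and Itpripl2 is listed more than once. The *mdx* HRTΔIKKβ list had 175 regions centred inside these genes, of which 174 overlapped no *mdx* IKKβf/f region, and 50 of the 89 genes held at least 1 region. The *mdx* IKKβf/f list had 83 such regions, 82 of them overlapping no *mdx* HRTΔIKKβ region, in 34 genes. As a share of all regions on assembled chromosomes these were 0.76% in *mdx* HRTΔIKKβ and 0.66% in *mdx* IKKβf/f, a difference that Fisher's exact test over regions did not resolve (p = 0.3). Compared with random placement on the same chromosomes, the *mdx* HRTΔIKKβ-only regions were 1.72 times as frequent in these genes (174 against a mean of 101.3, permutation test by random placement, p = 0.002, the smallest 2-sided value the placements can give), and the *mdx* IKKβf/f-only regions 1.5 times (82 against 54.53, p = 0.004). The genes are long, with a median of 62.2 kb against 15.4 kb for all protein-coding genes, which random placement takes into account. It does not match GC content. Against sequence of the same chromosome and GC content, the ratios were 1.25 (174 against 139.0, SD 11.7) and 1.11 (82 against 73.8, SD 8.5). All protein-coding genes together held 1.12 and 1.09 times the number of these regions from random placement. A narrower reading of the prefixes with 82 genes, which was used first and replaced after its result had been seen, gave 172 *mdx* HRTΔIKKβ-only regions against a mean of 97.97, a ratio of 1.76. The paper takes the calcium-related terms among its differentially enriched regions as reinforcing its view that H3K27ac is enhanced on calcium genes when NF-κB is not active.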

These findings reinforced that in the absence of NF-κB activation, global H3K27ac is enhanced on calcium genes of *mdx* hearts.

To validate ChIP-seq results, we selected a subset of calcium genes that were also upregulated in our microarray. These genes were *Slc8a1*, *Rcan1* (regulator of calcineurin 1), *Cacna1h* (calcium voltage-gated channel subunit alpha1 H), and *Camk4* (calcium/calmodulin dependent protein kinase IV). 

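*Slc8a1* (ENSMUSG00000054640.7) lies on the minus strand of chromosome 17 from 81785359 to 82048947 (mm9). The *mdx* HRTΔIKKβ list had 1 region in it, in intron 1 (81953536 to 81954036, 95.2 kb from the annotated 5′ end) with 4.8 normalized tags and 4.29-fold over input. The *mdx* IKKβf/f list also had 1, in intron 8 (81816926 to 81817555) with 6.4 normalized tags and 6.37-fold over input. *Rcan1* (ENSMUSG00000022951.9; chromosome 16, 92392198 to 92466391, minus strand) had 1 region per genotype, both in intron 1. The *mdx* HRTΔIKKβ region (92449406 to 92449906) had 5.12 normalized tags and was 4.58-fold over input, and the *mdx* IKKβf/f region (92463719 to 92464219) had 5.36 and was 4.27-fold. *Cacna1h* (ENSMUSG00000024112.9; chromosome 17, 25511230 to 25570728, minus strand) had no *mdx* IKKβf/f region and 3 *mdx* HRTΔIKKβ regions. They lay in exon 35 (25512537 to 25513037; 9.13 normalized tags), intron 26 (25517962 to 25518462; 5.28) and intron 2 (25557642 to 25558142; 4.48). *Camk4* (ENSMUSG00000038128.5; chromosome 18, 33098695 to 33355421, plus strand) had 3 *mdx* HRTΔIKKβ regions, in intron 1 (33158323 to 33158823 with 4.48, and 33199589 to 33200089 with 5.12) and intron 2 (33256142 to 33256642 with 4.48), and 1 *mdx* IKKβf/f region, in intron 7 (33330354 to 33330854; 5.53). Exons and introns are numbered in the longest annotated transcript. In none of these genes did a region of one genotype overlap a region of the other.

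Within these annotated bounds the 4 genes together held 8 *mdx* HRTΔIKKβ regions, where the density of regions on their chromosomes gives 6.1, and 3 *mdx* IKKβf/f regions, where it gives 3.2. The counts leave out regions upstream of the bounds, near primer sites that the paper assigns to these genes. Upstream of *Slc8a1* lay a *mdx* HRTΔIKKβ region (82068767 to 82069267; 5.12 normalized tags). Upstream of *Cacna1h* lay a *mdx* HRTΔIKKβ region (25587997 to 25588765; 10.2) and an *mdx* IKKβf/f region (25585513 to 25586013; 5.36). With 1 library per genotype and counts this small, a difference between genotypes at a single gene was not detectable at this depth. Peak scores were between 30 and 45 tags against the *mdx* HRTΔIKKβ threshold of 30, and with regions at least 8-fold over input 0 of the 8 *mdx* HRTΔIKKβ regions remained. With a peak score at least 1.5 times the lowest, 1 *mdx* HRTΔIKKβ region remained, in *Cacna1h*. In *mdx* IKKβf/f, 0 regions remained in each gene under both settings. The paper selected these genes because they are calcium genes that were also upregulated in its microarray.

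**Figure D4:**
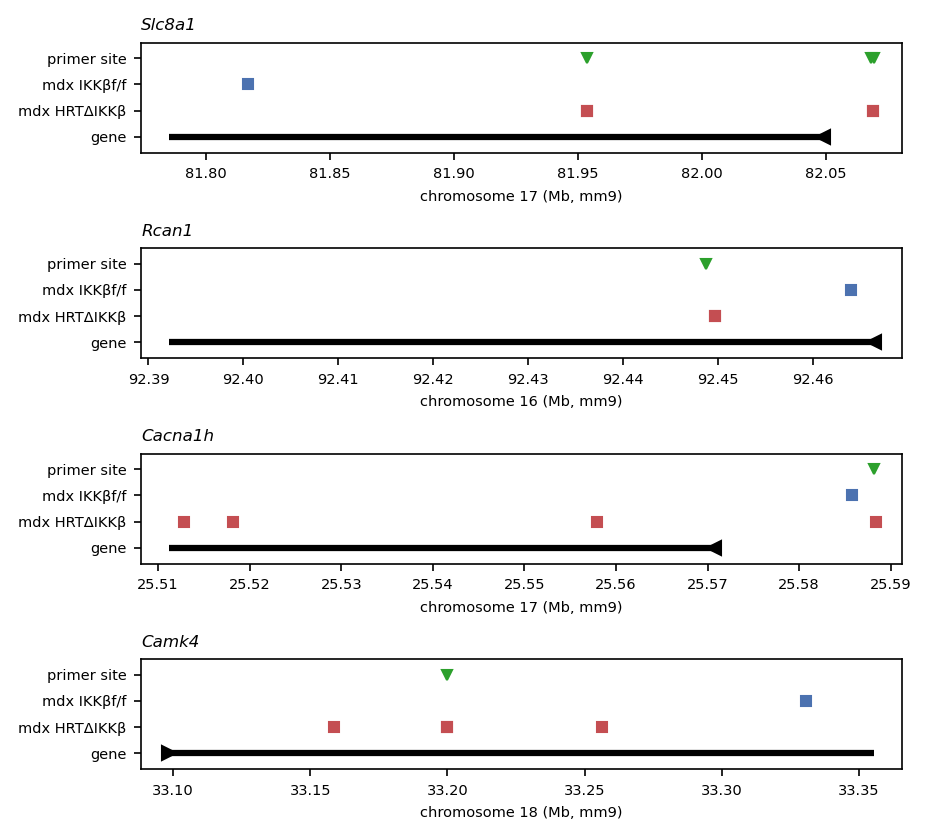
Maps of *Slc8a1*, *Rcan1*, *Cacna1h* and *Camk4* along the chromosome in Mb (x axis, mm9), with a bar for the gene and an arrowhead at its annotated 5′ end, red and blue squares for H3K27ac regions of *mdx* HRTΔIKKβ and *mdx* IKKβf/f hearts inside the gene or within 5 kb of a primer site (squares not to width), and green triangles for primer sites of Supplementary Table 3. Within their annotated bounds the 4 genes hold 8 and 3 regions, and no red square lies on a blue one.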

We confirmed that expression of these genes was upregulated in *mdx*^HRTΔIKKβ^ relative to *mdx*^IKKβf/f^ hearts (Fig. 4f). Next, ChIP analysis on all four genes showed that H3K27ac was enriched in *mdx*^HRTΔIKKβ^ relative to *mdx*^IKKβf/f^ hearts (Fig. 4g). To illustrate the dependency of H3K27ac on NF-κB activation, we treated MEFs with TNF. Treatment resulted in loss of H3K27ac enrichment (Fig. 4h). 

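The H3K27ac regions nearest to the ChIP primer sites of the 4 genes were read from the lists of both genotypes, while the public p65 data are not analysed here. On *Slc8a1*, the primers the authors designed from the ChIP-seq amplify chromosome 17 from 81953542 to 81953608 (mm9), inside a *mdx* HRTΔIKKβ region with 4.8 normalized tags, and the nearest *mdx* IKKβf/f region was 136.0 kb away. The *Rcan1* amplicon (chromosome 16, 92448687 to 92448753) lay 0.7 kb from a *mdx* HRTΔIKKβ region with 5.12 normalized tags and 15.0 kb from the nearest *mdx* IKKβf/f region. The *Cacna1h* amplicon (chromosome 17, 25588107 to 25588166) lay inside a *mdx* HRTΔIKKβ region (25587997 to 25588765) with 10.2 normalized tags, and 2.1 kb from an *mdx* IKKβf/f region with 5.36. This site is 17.4 kb upstream of the 5′ end of *Cacna1h* in GENCODE vM1. For *Camk4*, the forward primer matched chromosome 18 from 33199946 to 33199967, inside a *mdx* HRTΔIKKβ region with 5.12 normalized tags, while the nearest *mdx* IKKβf/f region was 130.4 kb away. Each site thus had exactly 1 *mdx* HRTΔIKKβ region within 5 kb, and 1 site had an *mdx* IKKβf/f region within that distance. The *Slc8a1* site was chosen from the ChIP-seq, and the paper does not say how the other sites were placed. It tested these genes to check its ChIP-seq, so the *mdx* HRTΔIKKβ region at any of the sites may reflect that choice. The count is therefore not an independent test. None of the *mdx* HRTΔIKKβ regions inside these genes was 8-fold over input. The paper reports p65 peaks near the H3K27ac regions of all 4 genes. From these, together with its expression data and its ChIP in hearts and TNF-treated MEFs, it concludes that NF-κB directs the repression of H3K27ac.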

Interestingly, analysis of publicly available ChIP-seq data revealed that p65 peaks were present on all four genes near regions where we detected H3K27ac (Supplementary Fig. 4D). Together, these results indicate that NF-κB orchestrates global repression of H3K27ac in *mdx* hearts.

### NF-κB inhibition confers permissive chromatin through repressor redistribution

To further explore the mechanism by which NF-κB inhibition regulates expression of calcium genes, we performed a motif analysis using our H3K27ac ChIP-seq from *mdx*^HRTΔIKKβ^ hearts. 

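The *mdx* HRTΔIKKβ regions covered 12.23 Mb (no replicates), or 0.478% of 2558.5 Mb of assembled mm9 sequence, and the *mdx* IKKβf/f regions 6.62 Mb, or 0.259%. The median width was 500 bp in both genotypes, and the widest region was 1864 bp in *mdx* HRTΔIKKβ and 1737 bp in *mdx* IKKβf/f. Keeping only regions at least 8-fold over input changed the coverage most, to 2.49 Mb in *mdx* HRTΔIKKβ and 0.98 Mb in *mdx* IKKβf/f. The paper reports that the wide coverage of acetylated regions made it difficult to identify factors that may act locally with NF-κB.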

Due to the vast coverage of acetylated regions, it was difficult to determine other factors that may be interacting locally with NF-κB. We circumvented this issue by searching for motifs from a data set that included only genes containing both p65 peaks and H3K27ac regions. As expected, the motif containing binding sites for the NF-κB family of proteins (Rel Homology Domain; RHD) was the highest ranked motif observed (Fig. 5a). We grouped motifs into families where possible (representative core sequences shown in Fig. 5a) and searched for a candidate repressor protein. The highest ranked repressor motif was CCCTC-binding factor (CTCF). The CTCF protein that binds these motifs is capable of repressing gene expression^39^. To investigate if CTCF was associated with genes repressed in *mdx* hearts, we ran a filtered list of H3K27ac regions associated with genes that were de-repressed in *mdx*^HRTΔIKKβ^ hearts. 81% of the genes containing a CTCF motif were upregulated in *mdx*^HRTΔIKKβ^ hearts (Fig. 5b), indicating that CTCF may be involved in repressing gene expression upon NF-κB is activation.

**Fig. 5:**
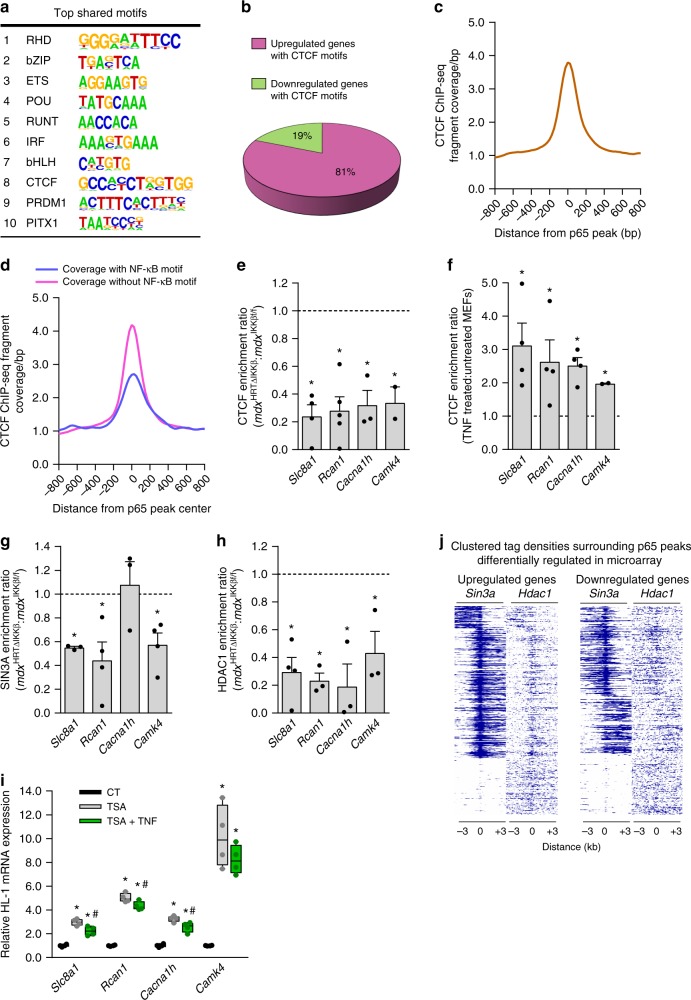
CTCF, SIN3A, and HDAC1 mediate a less permissive chromatin conformation on calcium genes upon NF-κB activation. **a** Motif analysis performed on genes identified as having both p65 ChIP-seq peaks and H3K27ac *mdx*^HRTΔIKKβ^ ChIP-seq regions. **b** Pie graph representing the percentage of genes with CTCF motifs up- and downregulated in the microarray (relative to *mdx* hearts with intact NF-κB). **c** ChIP-seq data derived from genome-wide fragment density analysis showing potential overlap of CTCF peaks with p65 peaks. **d** The same analysis as in **c** except p65 peaks were split between two groups either containing or lacking an NF-κB consensus motif. **e**–**f** ChIP performed with a CTCF antibody and qPCR analysis was used to detect enrichment on denoted genes. DNA extracted from **e** *mdx*^IKKβf/f^ and *mdx*^HRTΔIKKβ^ hearts (*n* = 4 *Slc8a1*; 5 *Rcan1*; 3 *cacna1h*; 2 *Camk4*) and (**f**) control and TNF treated MEFs (*n* = 4 except *n* = 2 *Camk4*), **g**–**h** The same analyses were performed as in **e, f**. DNA extracted from *mdx*^IKKβf/f^ and *mdx*^HRTΔIKKβ^ hearts and ChIP performed with a (**g**) SIN3A antibody (*n* = 3 *Slc8a1* and *Cacna1h* (*p* = 0.7); *n* = 4 *Rcan1* and *Camk4*) (**h**) HDAC1 antibody (*n* = 3 except *n* = 4 *Slc8a1*). **e**–**h** Enrichment on different genes were plotted as a ratio. Dotted line represents level of enrichment equal to **e, g**–**h** *mdx*^IKKβf/f^ hearts and (**f**) control MEFs. Bars represent **e, g**–**h** depletion in *mdx*^HRTΔIKKβ^ hearts and **f** enrichment in TNF treated MEFs. **i** Gene expression analyzed by qPCR on total RNA isolated from HL-1 cardiomyocytes (*n* = 4). **j** Heatmaps showing ChIP-seq fragment densities of SIN3A and HDAC1 surrounding p65 peaks, showing potential overlap. Left panel includes genes upregulated and right panel includes genes downregulated in the microarray. **e**–**h** Data expressed as means ± SEM with bars and plungers and individual data points with dots. (**i**) Data expressed using box and whiskers plots. The central line in the boxes is the median value; the lower and upper boundaries of the boxes represent the lower and upper quartiles, respectively; the lower and upper whiskers represent the minimum and maximum values, respectively. Individual data points are plotted with dots. **e**–**h** *p < 0.05 *mdx*^IKKβf/f^ or untreated by 2-tailed Student’s *t* test. **i** *p < 0.05 CT and #*p* < 0.05 TSA by 1-way ANOVA followed by Tukey multiple comparison test

Next, we analyzed publically available CTCF ChIP-seq data and compared it to the genome-wide coverage of p65 peaks to investigate the global relationship between p65 and CTCF. Impressively, p65 binding was closely associated with coverage of CTCF, demonstrating that p65 and CTCF are mutually bound to many gene loci (Fig. 5c). When CTCF fragment densities around NF-κB peak centers were evaluated based on the presence of NF-κB motifs, we found approximately 2-fold higher sequenced fragments from the CTCF data around peaks lacking canonical NF-κB binding sites (Fig. 5d). This more prominent association between CTCF and non-canonical p65 binding was not due to a greater number of total p65 peaks, since non-canonical peaks were still found near CTCF peaks after a random normalization for the number of peaks between the two groups was performed (Supplementary Fig. 5A).

ChIPs confirmed enriched occupancy of CTCF at sites close to the enriched H3K27ac region in *mdx* hearts on *Slc8a1, Rcan1, Cacna1h, and Camk4* (Fig. 5e). Importantly, CTCF occupancy was depleted in *mdx*^HRTΔIKKβ^ relative to *mdx*^IKKβf/f^ hearts, suggesting that CTCF binding was responsive to NF-κB inhibition. We then tested CTCF binding in response to NF-κB activation. Corroborating our results in hearts, TNF treatment enriched CTCF binding on all four genes (Fig. 5f). However, no reduction in CTCF binding was observed in *p65*^−/−^ compared to *p65*^*+/+*^ MEFs (Supplementary Fig. 5B), indicating that CTCF binding does not require p65. These results suggest that in response to an inflammatory condition, CTCF regulates chromatin interactions on calcium genes, but this regulation is not directly mediated by NF-κB.

We then asked if repressor complexes known to reduce H3K27ac were affected by the loss of p65. In MEFs, SIN3 transcription regulator family member A (SIN3A) and histone deacetylase 1 (HDAC1) showed enrichment in the same regions we detected differences in H3K27ac on *Slc8a1, Rcan1, Cacna1h, and Camk4* (Supplementary Fig. 5C, D). Conversely, loss of enrichment occurred in the absence of p65. In *mdx*^IKKβf/f^ hearts, enrichment of SIN3A and HDAC1 was observed on calcium genes (Fig. 5g,h). Except for SIN3A on *Cacna1h*, this enrichment was diminished in *mdx*^HRTΔIKKβ^ hearts. These data suggest that p65 cooperates with chromatin repressors to reduce H3K27ac on calcium genes and limit their expression. To investigate if NF-κB was capable of antagonizing H3K27ac, we treated HL-1 cardiomyocytes with TSA and TNF. Enhanced gene expression afforded by TSA was diminished by TNF treatment (Fig. 5i). Such data support that upon activation, NF-κB is capable of antagonizing H3K27ac, even in the presence of an HDACi. We then asked if the binding of repressor complex members near p65 peaks was a global occurrence. Because our ChIP-seq was performed with H3K27ac, we used a p65 ChIP-seq data set. The overall binding density of SIN3A and HDAC1 was greater surrounding p65 peaks on genes upregulated in *mdx*^HRTΔIKKβ^ hearts (Fig. 5j). Together, these data indicate that in the presence of p65, repressive complexes occupy calcium genes, resulting in a less permissive chromatin conformation.

## Discussion

DMD is a devastating disease that adversely affects both skeletal and cardiac muscles. However, little is known regarding the mechanisms of cardiomyopathy, particularly when it comes to the contribution of individual signaling pathways. Although p38-MAPK is aberrantly activated in *mdx* hearts^40^, the impact of this activation and the identity of other signaling pathways that may contribute to DMD cardiomyopathy have not been explored. Perhaps better understood, is that disruption of calcium homeostasis is considered causative for the pathology of dystrophic hearts^10^. More specifically, a leaky sarcolemma due to the primary loss of dystrophin, activation of calcium leak channels, and alterations in ryanodine receptor channel function, have each been linked to altered calcium concentrations and cellular signaling. However, what causes the alterations in calcium handling proteins and whether reversing these changes rescues dystrophic cardiomyopathy remain unclear.

In this study, we show that inhibiting NF-κB alleviates cardiac dysfunction in *mdx* mice by orchestrating global chromatin remodeling to improve calcium signaling. In this respect, we showed that in cardiomyocytes, p65 functions in a different manner than its typical role of directly binding DNA and activating gene expression. Rather, in dystrophic hearts, NF-κB binds to both its consensus and non-consensus sites, which associates with the enrichment of CTCF on calcium genes. In these same regions, HDAC1 and SIN3A are also enriched, resulting in loss of H3K27ac and a less permissive chromatin conformation. In the absence of p65, HDAC1 and SIN3A binding are reduced, resulting in enriched H3K27ac and a more permissive chromatin conformation. Thus, in DMD, NF-κB inhibition alters the enhancers of calcium homeostatic genes, which normalizes cardiac function.

NF-κB has previously been shown to interact directly with HDAC1 where it can deacetylate p65, functionally reducing its ability to activate gene expression^41^. Our data suggest that NF-κB also interacts with HDAC1 to assist in the deacetylation of chromatin on calcium homeostatic genes. In addition to HDAC1, we found that p65 interacts with SIN3A (Supplementary Fig. 5E). This suggests that p65, SIN3A, and HDAC1 form a complex that is responsible for the deacetylation of H3K27, and ultimately for the transcriptional repression of calcium genes. These observations have exciting implications, as HDACi are being actively pursued as a therapeutic for treating skeletal muscle pathology in DMD^42^. Although HDACi have not been tested for their ability to improve heart function per se, they have been shown to reduce cardiac arrhythmias in *mdx* mice^43^. In addition, a recent study reported that administration of an HDACi to diabetic mice resulted in improved cardiac function^44^, implying that if HDACi are approved for the treatment of skeletal muscle pathology in DMD boys, they may have the added benefit of improving heart function.

It is noteworthy that all four of the calcium homeostatic target genes we examined were transcriptionally active in wt hearts. This demonstrates that none of these genes are epigenetically silenced in cardiac muscle, as we anticipated, since their expression contributes to cardiac homeostasis. We made an interesting observation when we compared the expression levels of these calcium genes between wt and *mdx*^IKKβf/f^ hearts. Although NF-κB is activated in dystrophic hearts, we find that NF-κB is not acting in its canonical role as a direct transcriptional activator, but rather as a modulator of chromatin conformation to deplete H3K27ac. We anticipated that depletion of H3K27ac would result in reduced expression of these calcium target genes, but this was not the case. We speculate that this absence of repression could be due to a compensatory response by a dystrophic heart to activate these genes in attempt to maintain calcium homeostasis and normal heart function. For example, transcriptional regulation of *Slc8a1* was previously attributed to MAP kinases^45^, which are also activated in *mdx* hearts^40,46^. Thus, it is possible that while MAP kinase signaling is actively attempting to upregulate *Slc8a1* transcription, activation of NF-κB is conferring a restricted chromatin conformation, thus limiting access to transcription factors downstream of MAP kinase activity that are needed to stimulate higher *Slc8a1* expression. Therefore, with NF-κB inhibition, local chromatin regains a more permissive conformation, allowing access to transcription factors so that a compensatory response occurs and cardiac function is maintained at wt levels. It will be interesting in future studies to address whether the ability of NF-κB to regulate H3K27ac and restrict chromatin confirmation occurs under physiological conditions in normal cardiomyocytes, or as shown with C2C12 and MEFs, is relevant in other non-cardiac tissues.

Although NF-κB has not been studied in depth in the context of dystrophic cardiomyopathy, its association in various other models of heart disease has been documented. For example, when NEMO was conditionally deleted from non-diseased mouse hearts, this resulted in aged related dilated cardiomyopathy and fibrosis that could be elicited in younger mice using a pressure overload model^47^. These data are in stark contrast to our findings where we observed improved function with no difference in fibrosis. These differences could be attributed to deletion of IKKβ vs NEMO, or potentially due to the difference in phenotype when NF-κB signaling is interrupted in a disease state (dystrophy) rather than in a normal condition. In heart failure models, inhibiting NF-κB has beneficial effects including improved survival and function, and reduced apoptosis and hypertrophic remodeling^48–50^. Additionally, one report showed that cardiomyocyte *p65* deletion preserved calcium handling after ischemia-reperfusion injury^51^. This improvement corresponded with increased phosphorylation of serine 16 on phospholamban, resulting in increased sarcoplasmic reticulum calcium uptake. We too observed increased phosphorylation on phospholamban, but perceive this post-translational modification as a downstream event rather than a direct result of *p65* deletion since NF-κB subunits do not possess phosphatase activity. NF-κB inhibition also prevented the development of diabetic cardiomyopathy^52^. Mice were reported to maintain normal calcium handling with no aberrant activation of the renin-angiotensin pathway. These findings are supportive of our conclusion that NF-κB signaling is detrimental to the stressed heart, and that inhibiting this pathway provides beneficial outcomes.

Like NF-κB, the functions of CTCF are vast, and sometimes contradictory. They include maintaining higher order chromatin structure, gene insulation, maintaining borders between euchromatin and heterochromatin, X-inactivation, gene repression, and gene activation^39^. We show that when NF-κB is activated, CTCF occupies its binding sites, conferring a higher order chromatin conformation on calcium genes that favor a repressive structure. CTCF occupancy was not reduced in the absence of p65, indicating that although CTCF is responsive to NF-κB activation, its binding does not require the co-binding of p65. Higher order chromatin conformation changes due to CTCF binding has previously been shown to occur in response to inflammatory induced NF-κB activation, which is similar to what we have shown, but how this occurred was not elucidated^53^. One group reported that CTCF is a direct transcriptional target of NF-κB^54^. Although this could explain why in our study CTCF binding was reduced in the absence of NF-κB activation, in our hands CTCF mRNA expression was unchanged in *mdx*^HRTΔIKKβ^ hearts or in *p65*^−/−^ compared to *p65*^*+/+*^ MEFs. It therefore remains to be determined how CTCF is regulated on calcium genes in response to NF-κB activation.

We performed this study because there is a need to find effective therapeutics whose mechanism of action is understood, and whose functions are capable of targeting both cardiac and skeletal muscle in DMD. Through our previous genetic studies, we identified mechanisms for how NF-κB signaling is detrimental to the skeletal muscles of dystrophic mice and then showed that administration of the NBD peptide improves skeletal muscle pathology and function in both dystrophic mice and canines. We now add to these findings by showing a mechanism for how NF-κB signaling is detrimental to dystrophic cardiac function. To our knowledge, NF-κB represents the first signaling pathway capable of promoting pathology in both dystrophic cardiac and skeletal muscle. Understanding its mode of action in both muscle types now provides stronger rationale for targeting this pathway as a therapeutic for DMD.

## Methods

### Mice

Animal use and experimentation for this study was approved by The Ohio State University (OSU) Institutional Animal Care and Use Committee and all experiments were performed in accordance with relevant ethical guidelines and regulations. *Mdx* mice were originally purchased from The Jackson Laboratory (C57BL/10 ScSn DMD^*mdx*^) and have been housed and bred in the animal facilities of OSU for 10 years. Myh6 cre and IKKβ flox mice were previously created^55,56^. Mice were kept on a 14:10 light-dark cycle with constant temperature and humidity and fed a standard diet. Male mice were used for these studies.

### Cell culture

MEFs were previously isolated and immortalized in our lab from *p65*^*+/+*^, *p65*^−/−^, *p50*^*+/+*^, and *p50*^−/−^ mice^57^. C2C12 mouse myoblast cell line and C2C12 cells stably expressing a mutant IκBα plasmid (C2C12 SR) were utilized^58^. Cells were originally obtained from ATCC and cultured in high-glucose DMEM containing 10% fetal bovine serum and antibiotics. C2C12 myoblasts were differentiated in high-glucose DMEM without sodium butyrate supplemented with 2% horse serum, 100 ng ml^−1^ insulin, and antibiotics. HL-1 cardiomyocytes were obtained from SIGMA and cultured in Supplemented Claycomb Medium. Cells were treated with 10 ng ml^−1^ TNFα for 4 h (ChIP and gene expression with TSA treatment) or 1 ng ml^−1^ for 2 days (gene expression with no treatment), 50 nM TSA for 24 h (MEF and C2C12) or 48 h (HL-1), 1 μM 5-Aza for 1 passage. For combination experiments, 5-Aza was added for one passage then MEFs were treated with TSA for 24 h. For TSA + TNF, cells were treated with TSA for the indicated time (see above) and then treated with TNF for the last 4 h of experiment. Cells lines were not authenticated or tested for mycoplasma.

### NBD mouse administration

NBD peptide was administered by intraperitoneal injections^18^. Injections were performed three times per week for 1 month starting at 6 months of age at a dose of 10 mg kg^−1^.

### EMSA

Electrophoretic mobility shift assay **(**EMSA) and supershifts were performed using a standard protocol^59^. Hearts were homogenized and nuclear extracts prepared. Extracts were incubated with a radioactive oligonucleotide containing a consensus NF-κB binding site and fractionated on a 5% non-denaturing polyacrylamide gel. For supershifts, extracts were incubated with the following antibodies: 4 μl p50 (114 Santa Cruz) or IgG or 0.5 μl p65 (Rockland) prior to loading on the gel.

### Western blotting

Protein was extracted and immunoblotting procedures performed. Primary antibodies: phosphorylated p65 serine 536 (1:1,000, Cell Signaling 3031), p65 (1:10,000; Rockland, non-catalog item), p50 (Santa Cruz, sc-114). Uncropped scans are available in Supplementary Fig. 6.

### Tissue preparation and histology

Hearts were either snap frozen for RNA and protein or mounted in OCT and frozen in 2-Methylbutane cooled to the temperature of liquid nitrogen. 10 μm sections were prepared on a cryostat. Histological staining was performed for H&E. Immunohistochemistry was performed using a phosphorylated p65 serine 536 (1:500; Cell Signaling, 3031) primary antibody, HRP goat anti-rabbit IgG (1:250, Vector, BA-1000) secondary antibody and a DAB substrate kit (Vector, SK-4100) for detection.

### Multicellular cardiac contractile function

Cardiac muscles were isolated and baseline measures, frequency-dependent activation, and β-adrenergic stimulation were accessed ex vivo. Under deep anesthesia, hearts were rapidly removed, and flushed with a Krebs-Henseleit solution. The right ventricle was opened, and small papillary muscles were dissected under a stereo microscope. Muscles were mounted in an experimental chamber and superfused with Krebs-Henseleit solution, containing 1.5 mM Ca^2+^, at 37 °C. Muscles were electrically stimulated to twitch contract, and force of contraction was recorded. For baseline measurements, after the muscle had equilibrated in the set-up, muscle length was increased until a further increase in length no longer resulted in an increase in active twitch developed peak force. This length was then considered optimal length. Frequency-dependent stimulation (between 4 and 14 Hz), and β-adrenergic stimulation (1 nM – 1000 nM Isoproterenol) responses were then determined. Additionally, as a model-independent parameter of force decay kinetics, time from peak force to 90% relaxation (RT_90_), was determined.

### Echocardiography

Echocardiography was performed using a VEVO 2100 Visual Sonics (VisualSonics, Toronto) system. Mice were lightly anesthetized (1.5% isoflurane) and ejection fraction, fractional shortening, and ventricular chamber dimensions were measured in M mode using the parasternal short axis view.

### Left ventricular pressure-volume relationship analysis

Cardiac hemodynamic measurements were assessed via a closed chest approach using a 1.4 French Millar Pressure catheter (AD Instruments) advanced into the left ventricle through the right carotid artery. Mice were anaesthetized by ketamine (55 mg kg^−1^) plus xylazine (15 mg kg^−1^). After 5–10 min of stabilization, values at baseline and stimulation at varying frequencies (4–10 Hz) were recorded. Pressure volume loops at 7 Hz were also obtained at varying preloads via inferior vena cava occlusions to get EDPVR, ESPVR, and PRSW. To measure the beta-adrenergic response, 5 mg kg^−1^ dobutamine was injected intraperitoneal. All the measurement and analysis were performed on LabChart7 (AdInstruments).

### Gene expression analysis

Total RNA was isolated using a standard Trizol extraction protocol. 1 μg of RNA and M-MLV reverse transcriptase was used for cDNA synthesis. Quantitative Real-time PCR was performed using SYBR Green on either an Applied Biosystems StepOnePlus or BioRad CFX96 Touch system. All data were normalized to *gapdh* and the ΔΔct method was applied for analysis. Primer sequences are included in Supplementary Table 2.

### Microarray

Total RNA was isolated using a standard Trizol extraction protocol and purified with a cleanup kit (Qiagen). A GeneChip Mouse Genome 430 2.0 Affymetrix array was used. Gene summary expression estimates were retrieved using Robust multi-array average (RMA) method from probe level data after back ground correction and quantile normalization with Partek software (http://www.r-project.org/). RMA and gene expression data were also independently obtained using Expression Console software from Affymetrix. Gene Set Enrichment Analysis^60,61^ was used for further analysis.

### Cardiomyocyte isolation

Cardiomyocytes were isolated by Langendorff perfusion. Hearts were cannulated and perfused with Ca^2+^ free tyrode solution (Normal tyrode solution in mM: 140 NaCl, 4 KCl, 1 MgCl_2_, 10 glucose, and 5 HEPES, pH 7.4 adjusted with NaOH or HCl) for 5 min. Subsequently, hearts were perfused with a tyrode solution containing Liberase Blendzyme II (0.077 mg ml^−1^) (Roche Applied Science, Indianapolis, IN). After 4–6 min, hearts were removed from the Langendorff apparatus, the ventricles minced, and myocytes dissociated via trituration. Myocytes were then filtered and centrifuged before being resuspended in a tyrode solution containing 200 μM Ca^2+^.

### Myocyte calcium transient measurements

Myocytes were loaded with Flou-4 Am (10 μM, Molecular Probes, Eugene, OR) and incubated for 30 min. Myocytes were then washed and allotted an additional 30 min for de-esterification. A Cairn Research Limited (Faversham, UK) epifluorescence system was used for intracellular Ca^2+^ measurements (Fluo-4 epifluorescence with excitation: 480 ± 20 nm and emission: 535 ± 25 nm). The change in fluorescent intensity is expressed as Δ*F*/*F*_0_, where *F is the* fluorescence intensity and *F*_0_ is the fluorescence intensity at rest.

### ChIP

Cells were fixed with 1% formaldehyde for 8 min at 37 °C. Formaldehyde was quenched with 1/20 volume of glycine (2.5 M), cells washed with PBS, and scraped in nuclei isolation buffer (20 mM PIPES (KOH) pH 8.0, 85 mM KCl, 0.5% NP-40, 1x protease inhibitors). Nuclear pellets were lysed (10 mM EDTA, 50 mM Tris-HCl pH 8.0, 1% SDS, 1x protease inhibitors) and sonicated with a probe sonicator. Supernatant was precleared with tRNA/Protein G agarose slurry in buffer (1.2 mM EDTA, 16.7 mM Tris-Hcl pH8.0, 167 mM NaCl, 1.1% Triton-x 100, 0.01% SDS, 1x protease inhibitors) for 2 h then incubated overnight using the following antibodies from Millipore: 3 μg H3K27ac (17–683 and 07–360), HDAC1 (17–10199), and IgG (Rabbit, 12–370; Mouse, 12–371), Active Motif: 5 μg H3K9me3 (61013) and H3K27me3 (39155), Novus: 6 μg SIN3A (600–1263), Santa Cruz: 3 μg CTCF (5916). For tissue ChIP, sodium heparin was administered to mice prior to excising heart. Hearts were washed in PBS, minced, then simultaneously fixed and homogenized (1% formaldehyde in nuclei isolation buffer) for a total time of 15–20 min at 4 °C. Nuclei were washed with PBS and then lysed and sonicated as described in cells. Supernatants were precleared for 4 h and ChIP proceeded as described in cells with the addition of a centrifugation step following overnight antibody incubation. Quantitative Real-time PCR was performed using TaqMan (Roche) on a BioRad CFX96 Touch system. Primer sequences are included in Supplementary Table 3.

### ChIP-sequencing

ChIP was performed with a 15 μg H3K27ac antibody (17–683, Millipore). Purified DNA (10 ng) was end-repaired, and A-nucleotide overhangs were added by incubation with the Taq Klenow fragment lacking exonuclease activity. After the attachment of anchor sequences, fragments were PCR-amplified using Illumina-supplied primers. The purified DNA library products were evaluated using Bioanalyzer (Agilent) and SYBR qPCR and diluted to 10 nM for sequencing on HiSeq 2000 sequencer (pair-end with 50bp). A data analysis pipeline SCS v2.5 (Illumina) was employed to perform the initial bioinformatics analysis including base calling and converting the results into raw reads in FASTQ format.

### ChIP-sequencing analysis

Bowtie2 was used to map uniquely aligned sequence reads to the mouse reference genome (mm9)^62^. HOMER (Hypergeometric Optimization of Motif EnRichment) software suite was used to create tag directories, for peak calling and annotation, for motif analysis, to create histograms, determine differentially enriched peaks, and generate a data matrix for heatmaps^63^. ChIPseeker software was used to visualize genomic regions of H3K27ac binding and binding relative to TSS^64^. Metascape was used to identify pathway enrichment in differential peaks [http://metascape.org]^65^. Cytoscape was used to visualize the clustered pathways^66^. Cluster 3.0^67^ was used to cluster the data matrix files and Java TreeView^68^ was used to visualize these data in heatmaps.

### Publicly available data

The following publicly available ChIP-seq data sets were used. 8-week old hearts were from the ENCODE Consortium produced by the Ren lab^69^. H3K27ac (GSM1000093), H3K4me1 (GSM769025), H3K36me3 (GSM1000130), CTCF (GSM918756). p65 was from LPS treated bone marrow derived macrophages (GSM611116; GSM611117). Our previous microarray was in Ras transformed MEFs (GSE59545).

### Statistics

All data were expressed as mean ± SEM. Results were analyzed by an unpaired 2-tailed Student’s *t* test, 1-way ANOVA, or repeated measures 2-way ANOVA as appropriate. Data met the requirements for performing the appropriate test. A P value of less than 0.05 was considered statistically significant. Statistical analysis was performed using GraphPad Prism 6.0 software (GraphPad Software). Samples sizes were estimated based on previous studies. All samples represent biological replicates. Representative western blots and EMSAs were repeated twice. For mouse studies, data were excluded if values could not be obtained from the sample or equipment malfunction prevented obtaining data. Randomization was not used. For physiology experiments, the investigator was blinded to the group being analyzed.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The data that support the finding of this study are available from the corresponding author on request. Microarray and ChIP-seq data have been deposited into the GEO database under accession code GSE114026. SubSeries: GSE114023 and GSE114025.

# Supplementary material for: NF-κB inhibition rescues cardiac function by remodeling calcium genes in a Duchenne muscular dystrophy model
**Source:** Nat Commun. 2018 Aug 24;9:3431. doi: 10.1038/s41467-018-05910-1
**Supplement:** Supplementary file 1 — Supplementary Information

NF- $\kappa$ B inhibition rescues cardiac function through chromatin remodeling of calcium genes in a model of  
Duchenne muscular dystrophy

Peterson et al.

Supplementary information

# Supplementary Figures

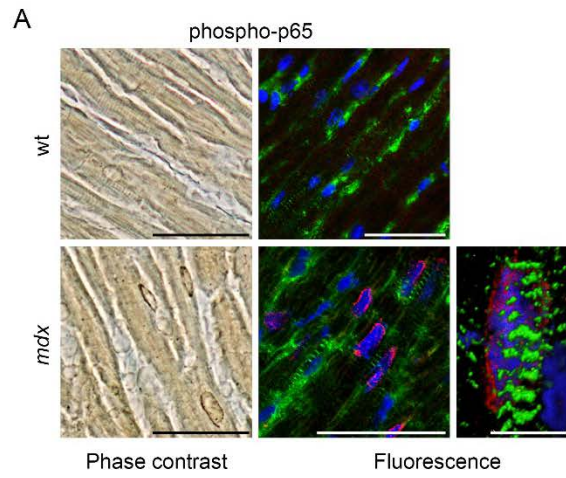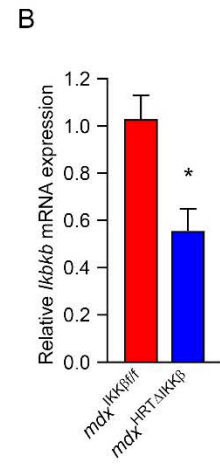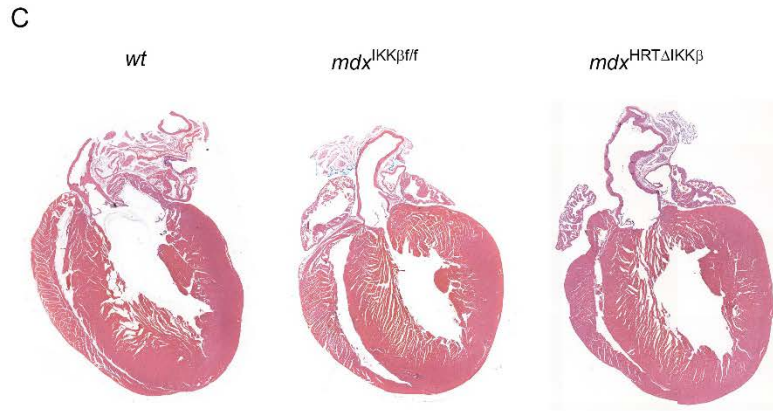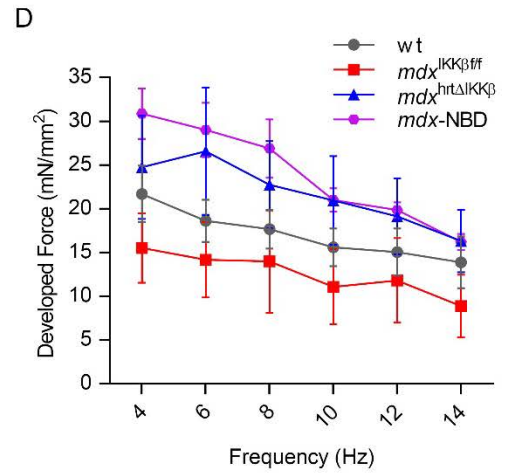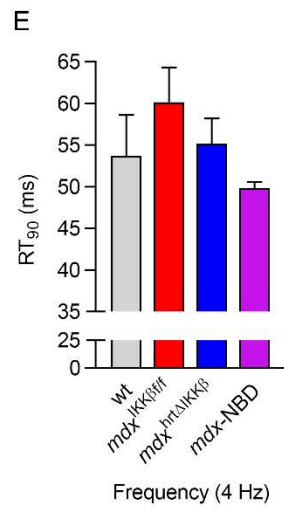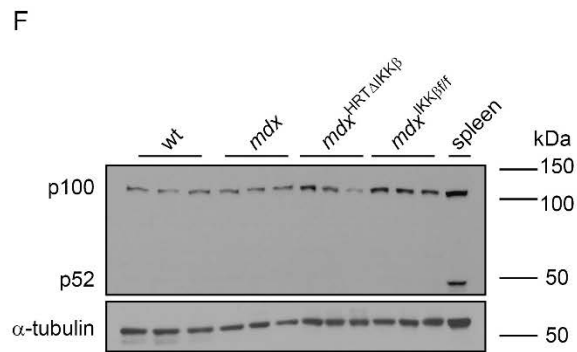

**Supplementary Fig 1. Supporting cardiac images, PCR, physiology, and western blot**

(A) Representative images of phospho-p65 staining from hearts heart sections. Left panels were captured with phase contrast microscopy to enhance visualization of myofibers. Phospho-p65 positive nuclei are labeled brown. Middle and right panels, immunofluorescence labeling of phospho-p65 positive nuclei (red) and alpha-sarcomeric actinin (green) sections. Scale bar = 50μm for left and middle panels and 10μm for right panel. (B) qPCR to confirm reduced *Ikbkb* gene expression in genetic knockout mice. Total RNA isolated from whole hearts (n = 6 *mdx*<sup>IKKβ<sup>fl/f</sup></sup>; 4 *mdx*<sup>HRTΔIKKβ</sup>). (C) Representative 1-year-old whole heart H&E sections. (D) Basal developed force measured from isolated multicellular cardiac muscles of 7-month old mice (n = 7 wt; 6 *mdx*<sup>IKKβ<sup>fl/f</sup></sup>; 9 *mdx*<sup>HRTΔIKKβ</sup>; 3 NBD treated (*mdx*-NBD). (E) Basal relaxation time (RT<sub>90</sub>) measured from multicellular cardiac muscles (n = 7 wt; 7 *mdx*<sup>IKKβ<sup>fl/f</sup></sup>; 8 *mdx*<sup>HRTΔIKKβ</sup>; 3 *mdx*-NBD). (F) Western blot performed on whole tissue lysates and probed for p100/p52 and α-tubulin (used as a loading control). Data expressed as means ± SEM. (B) \* p < 0.05 by 2-tailed Student's t test (D) p = 0.359 (main effects for genotype/treatment), by 2-way repeated measures ANOVA. (E) p = 0.488, by 1-way ANOVA.

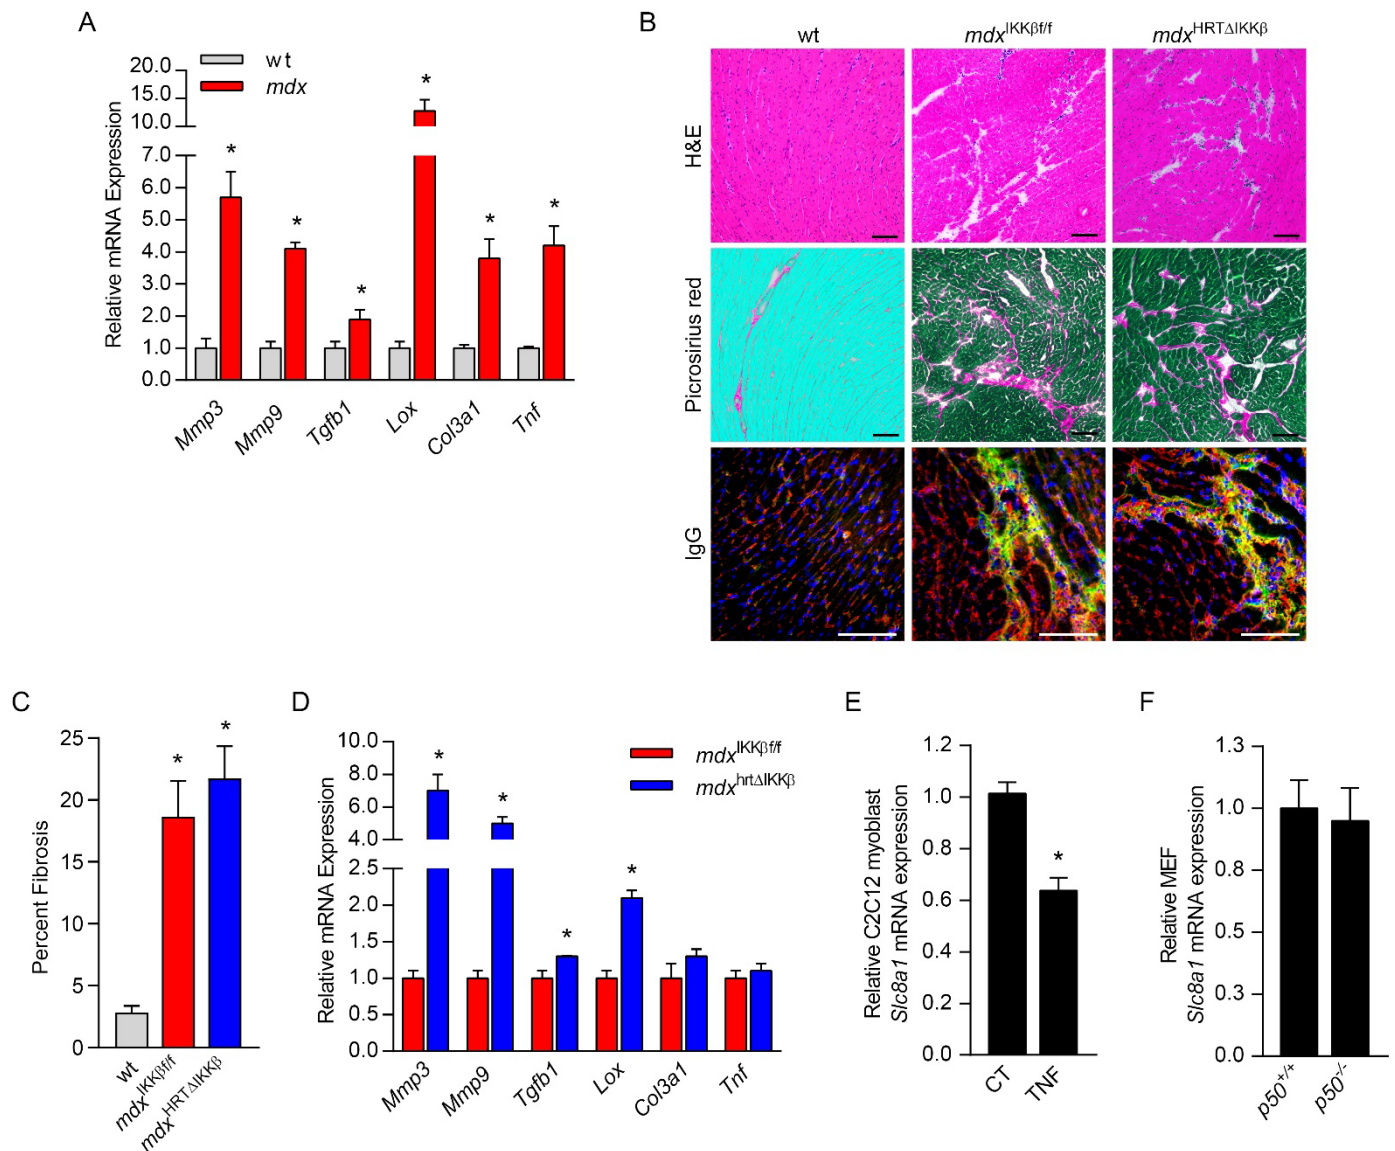

### Supplementary Fig 2. Cardiac fibrosis and *Slc8a1* expression in a subset of cells

(A) Gene expression analyzed by qPCR on total RNA isolated from 3-month-old whole hearts ( $n = 5$  except  $n = 4$  *Mmp3*, *Mmp9*). (B) Representative images of H&E, Picrosirius Red, and Laminin (red) with IgG (green) staining prepared from 1-year-old heart sections. (C) Quantitation of fibrosis in sections from 1-year-old hearts ( $n = 5$ ). (D-F) Gene expression analyzed by qPCR on total RNA isolated from (D) 6-month-old whole hearts ( $n = 6$  *mdx*<sup>IKKβ<sup>ff</sup></sup>,  $n = 10$  *mdx*<sup>HRTΔIKKβ</sup>), (E) C2C12 myoblasts untreated (CT) and treated with TNF ( $n = 8$ ) and (F) Mouse embryonic fibroblasts (MEFs) wild-type (*p50*<sup>+/+</sup>) and null (*p50*<sup>-/-</sup>) for the p50 subunit of NF-κB ( $n = 5$  *p50*<sup>+/+</sup>,  $4$  *p50*<sup>-/-</sup>). Scale bar = 100μm. Data expressed as means ± SEM. (A, D, E) \*  $p < 0.05$  wt, *mdx*<sup>IKKβ<sup>ff</sup></sup>, or CT by 2-tailed Student's t test. (C) \*  $p < 0.05$  wt by 1-way ANOVA followed by Tukey multiple comparison test. (F)  $p = 0.78$ , by 2-tailed Student's t test.

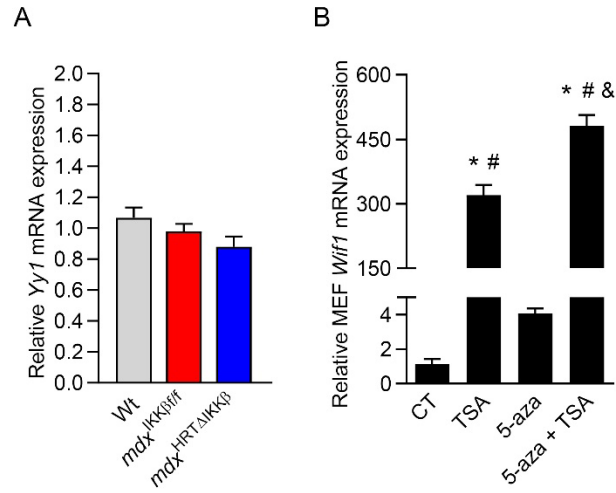

**Supplementary Fig 3. *Yy1* expression and chromatin-mediated changes with *Wif1***

(**A-B**) qPCR analysis performed on total RNA isolated from (**A**) 6-7-month-old hearts (n = 6 wt; 5 *mdx<sup>IKKβf/f</sup>* and *mdx<sup>HRTΔIKKβ</sup>*) and (**B**) MEFs that were vehicle treated (CT), treated with trichostatin A (TSA), 5-Aza-2'-Deoxycytidine (5-aza) treated, and treated with a combination of 5-aza and TSA (n = 5 CT; 6 TSA; 3 5-aza; 4 5-aza + TSA). Data expressed as means ± SEM. (**A**) p = 0.140, by 1-way ANOVA and (**B**) \* p < 0.05 CT; # p < 0.05 5-aza; & p < 0.05 TSA, by 1-way ANOVA followed by Tukey Post-hoc analysis.

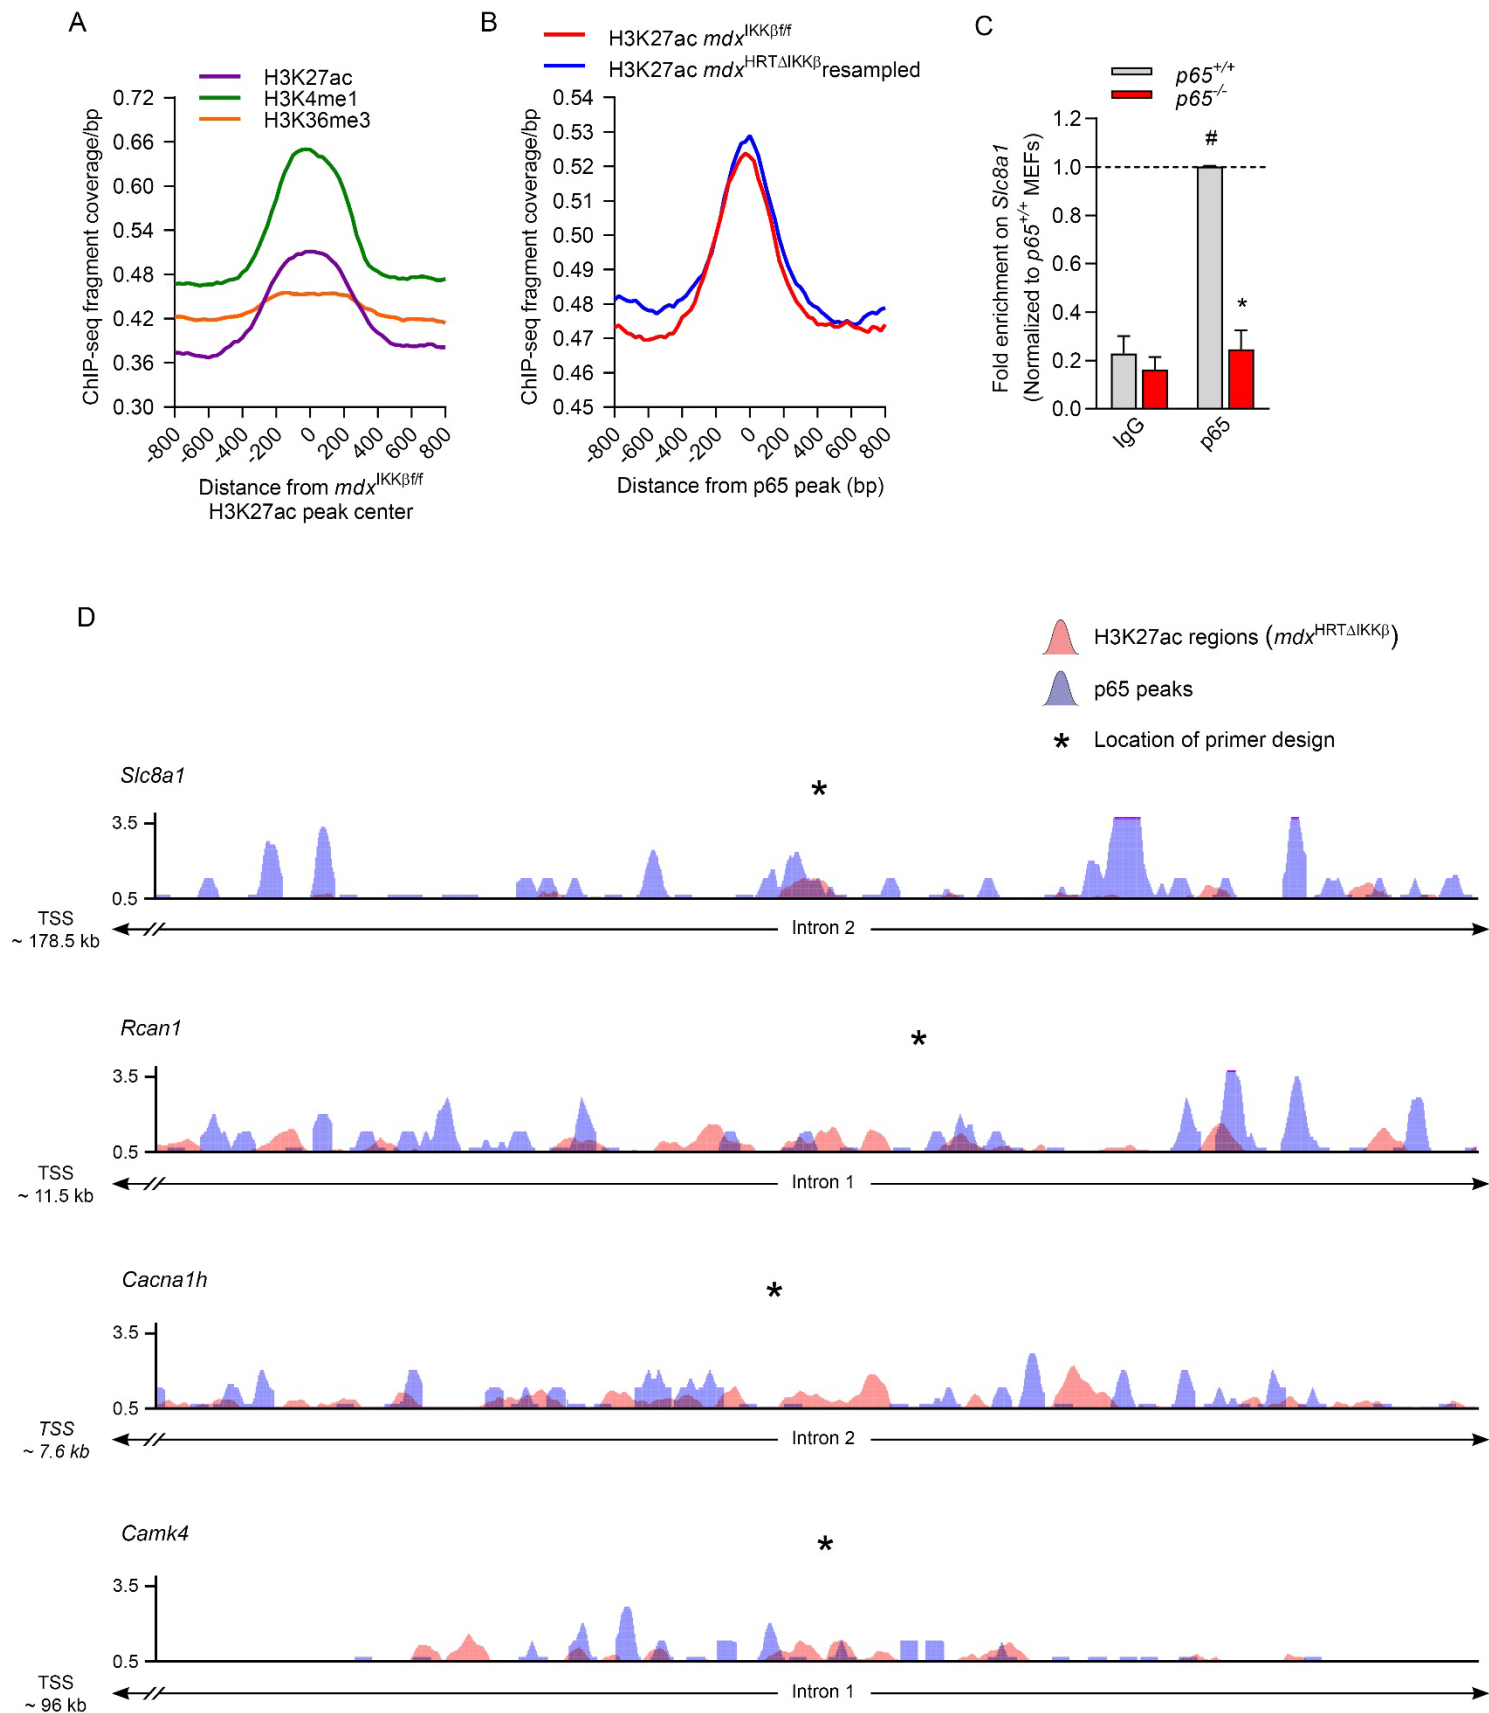

**Supplementary Fig 4. Bioinformatics analysis on hearts and p65 ChIP in MEFs**

(A) Genome-wide fragment density, showing potential overlap of (A) ChIP-seq histone marks across peaks from our *mdx*<sup>IKKβ<sup>f/f</sup></sup> H3K27ac ChIP-seq performed in hearts (B) *mdx*<sup>IKKβ<sup>f/f</sup></sup> and *mdx*<sup>HRTΔIKKβ</sup> ChIP-seqs across peaks from p65 ChIP-seq that were normalized to control for the differing number of reads in each ChIP-seq. (C) qPCR analysis to detect enrichment in the *Slc8a1* regulatory region. DNA from ChIPs performed with a p65 antibody on MEFs that were wild-type (*p65*<sup>+/+</sup>) or null (*p65*<sup>-/-</sup>) for p65 (n = 3). 

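These images show H3K27ac tags of the *mdx* HRTΔIKKβ library beside public p65 tags on *Slc8a1*, *Rcan1*, *Cacna1h* and *Camk4*. The primer pairs of Supplementary Table 3 were matched to the mm9 sequence to place the tested sites. One *Slc8a1* pair used in hearts amplifies chromosome 17 from 82068084 to 82068180, and the pair used in cells amplifies 82069286 to 82069370. Both lie upstream of the *Slc8a1* 5′ end in GENCODE vM1, by 19.2 and 20.4 kb, whereas Fig. 3a draws the regulatory region inside intron 1. If these primers lie in that region, the gene model of Fig. 3a starts further upstream than the vM1 entry. A *mdx* HRTΔIKKβ region (82068767 to 82069267) with 5.12 normalized tags lay 0.6 kb from the site tested in hearts, and the nearest *mdx* IKKβf/f region was 250.5 kb away. The reference sequence of the site tested in hearts is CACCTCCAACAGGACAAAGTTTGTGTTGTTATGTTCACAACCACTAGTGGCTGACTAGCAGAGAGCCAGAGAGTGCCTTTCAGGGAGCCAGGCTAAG. The reference sequence of the *Slc8a1* site chosen from the ChIP-seq, in intron 1 of the annotated gene, is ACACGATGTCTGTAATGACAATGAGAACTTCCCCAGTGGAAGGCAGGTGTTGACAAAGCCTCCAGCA.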

(D) Images visualizing H3K27ac *mdx*<sup>HRTΔIKKβ</sup> and p65 ChIP-seqs. Peaks were visualized across denoted genes. Data are expressed as means ± SEM. \* p < 0.05 *p65*<sup>+/+</sup> MEF, # p < 0.05 IgG, by 2-way ANOVA followed by Tukey Post-hoc analysis.

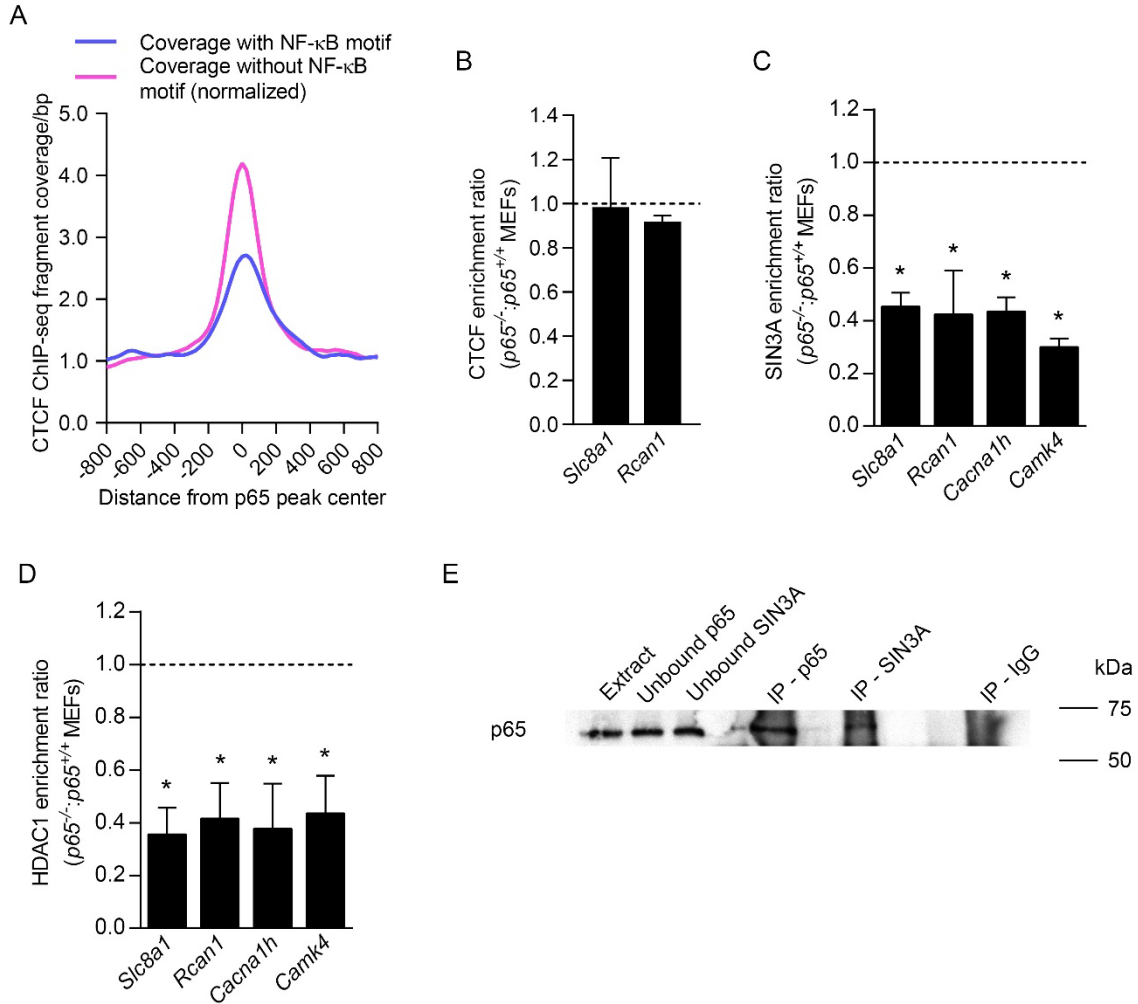

### Supplementary Fig 5. Bioinformatics on CTCF, ChIP for repressor proteins, co-immunoprecipitation for SIN3A

(A) Genome-wide fragment density, showing potential overlap of CTCF across p65 peaks that were split into groups that either contained or lacked a consensus NF- $\kappa$ B binding site. Data was normalized to control for the differing number of reads in each split peak group. (B-D) qPCR analysis to detect enrichment in denoted genes. DNA from ChIPs was performed on MEFs that were wild-type ( $p65^{+/+}$ ) or null ( $p65^{-/-}$ ) for p65 with a (B) CTCF antibody (n = 3), (C) SIN3A antibody (n = 3) and (D) HDAC1 antibody (n = 3). Genes expressed as a ratio. Dotted line represents level of enrichment equal to  $p65^{+/+}$  MEFs. Bars represent depletion in  $p65^{-/-}$  MEFs. (E) Immunoblot for p65 following co-immunoprecipitation. First three lanes are controls (whole extract, unbound p65, unbound SIN3A). Other labeled lanes were immunoprecipitated (IP) with p65, SIN3A, or IgG (as an additional control). Unlabeled lanes were not loaded with sample. Data expressed as means  $\pm$  SEM. (B)  $p = 0.947$  *Slc8a1*;  $p = 0.094$  *Rcan1* and (C-D)  $* p < 0.05$   $p65^{+/+}$  by 2-tailed Student's t test.

Blots from figure 1

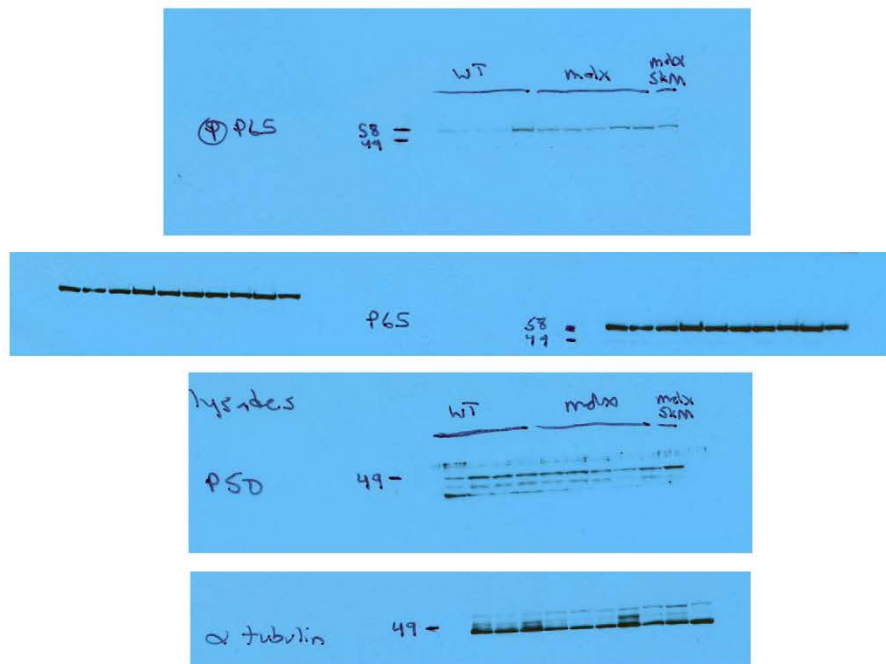

Blots from supplementary figure 1

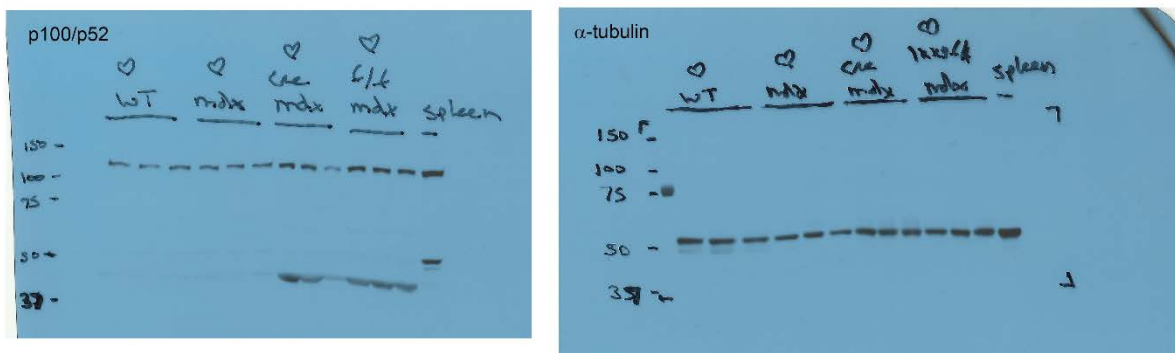

IP from supplementary figure 5

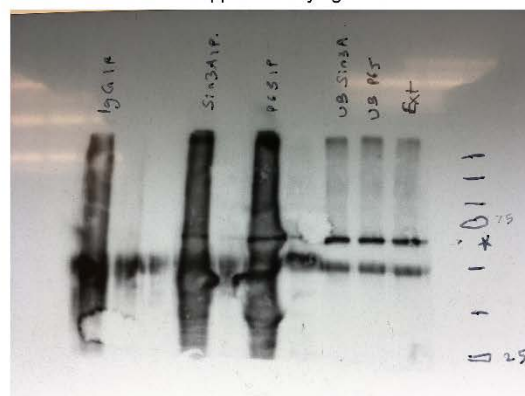

Supplementary Fig 6. Uncropped blots

## Supplementary Tables

| Pressure volume loop parameters                 | wt                     | mdx <sup>IKKβ<sup>fl/fl</sup></sup> | mdx <sup>HRTΔIKKβ</sup> | P value |
|-------------------------------------------------|------------------------|-------------------------------------|-------------------------|---------|
| ESPVR                                           | 6.7 ± 1.0 (n = 10)     | 7.0 ± 0.9 (n = 21)                  | 8.3 ± 1.2 (n = 12)      | 0.548   |
| PRSW                                            | 53.0 ± 8.6 (n = 10)    | 67.4 ± 5.5 (n = 22)                 | 74.4 ± 5.3 (n = 13)     | 0.1184  |
| dp/dt <sub>max</sub> (mm Hg ms <sup>-1</sup> )  |                        |                                     |                         |         |
| 360 BPM                                         | 11057 ± 492.1 (n = 3)  | 10247 ± 705.3 (n = 8)               | 9966 ± 588.9 (n = 7)    | 0.6592  |
| 600 BPM                                         | 10061 ± 830.3 (n = 3)  | 8279 ± 675.5 (n = 6)                | 7027 ± 876.3 (n = 5)    | 0.0994  |
| Dobutamine                                      | 15737 ± 1990.0 (n = 3) | 11480 ± 959.8 (n = 8)               | 12459 ± 556.9 (n = 7)   | 0.062   |
| dp/dt <sub>min</sub> (mm Hg ms <sup>-1</sup> )  |                        |                                     |                         |         |
| 360 BPM                                         | -6683 ± 477.7 (n = 3)  | -6408 ± 604.6 (n = 8)               | -6178 ± 587.4 (n = 5)   | 0.8968  |
| 600 BPM                                         | -6138 ± 815.2 (n = 3)  | -5661 ± 797.1 (n = 6)               | -4899 ± 505.3 (n = 5)   | 0.555   |
| Dobutamine                                      | -7646 ± 1748 (n = 3)   | -5853 ± 809.2 (n = 8)               | -6350 ± 577.8 (n = 5)   | 0.4962  |
| Systolic pressure (mm Hg)                       |                        |                                     |                         |         |
| 360 BPM                                         | 144 ± 11.6 (n = 6)     | 137 ± 8.7 (n = 8)                   | 130 ± 8.3 (n = 8)       | 0.6128  |
| 600 BPM                                         | 126 ± 11.4 (n = 5)     | 106 ± 9.4 (n = 8)                   | 91 ± 7.9 (n = 8)        | 0.0682  |
| Dobutamine                                      | 141 ± 7.7 (n = 6)      | 112 ± 8.3 (n = 8)                   | 127 ± 8.0 (n = 8)       | 0.0694  |
| Diastolic pressure (mm Hg)                      |                        |                                     |                         |         |
| 360 BPM                                         | 19 ± 4.5 (n = 6)       | 15 ± 2.8 (n = 8)                    | 19 ± 2.2 (n = 8)        | 0.4682  |
| 600 BPM                                         | 19 ± 3.8 (n = 5)       | 17 ± 2.8 (n = 8)                    | 21 ± 2.8 (n = 8)        | 0.5705  |
| Dobutamine                                      | 17 ± 4.6 (n = 6)       | 20 ± 2.4 (n = 8)                    | 18 ± 2.6 (n = 8)        | 0.7695  |
| Contractility index (dP/dt <sub>max</sub> /EDV) |                        |                                     |                         |         |
| 360 BPM                                         | 233 ± 54.8 (n = 3)     | 228 ± 22.6 (n = 8)                  | 170 ± 22.1 (n = 7)      | 0.213   |
| 600 BPM                                         | 233 ± 40.9 (n = 3)     | 203 ± 23.1 (n = 6)                  | 143 ± 15.1 (n = 5)      | 0.0846  |
| Dobutamine                                      | 377 ± 108.1 (n = 2)    | 252 ± 14.3 (n = 8)                  | 249 ± 32.3 (n = 7)      | 0.1168  |

Supplementary Table 1. Data are expressed as means ± SEM

| Primer  | Anneal temp | Direction | Sequence                  |
|---------|-------------|-----------|---------------------------|
| Ikbkb   | 60          | Forward   | ATCAAGCAATGCCGACAGGA      |
|         |             | Reverse   | ATGGCCAGCAGTGCCAAAT       |
| Slc8a1  | 60          | Forward   | TGCTCTTGGAACCTCGGTGC      |
|         |             | Reverse   | AGAAAGCTAGCGTGCCGGGG      |
| Rcan1   | 60          | Forward   | GCCCAATCCCGACAAACAGT      |
|         |             | Reverse   | CTCACACACGTGGACCACCA      |
| Cacna1h | 60          | Forward   | CCGCTCTCTGAGCCTCTCAC      |
|         |             | Reverse   | AAAGTGTGCTTGCGGGTACG      |
| Camk4   | 60          | Forward   | AAAGCGGCCAACTTTGTTCA      |
|         |             | Reverse   | GTCCTTGGCATCTTGGGTTG      |
| mmp3    | 58          | Forward   | GGAAATCCCACATCACCTACAGG   |
|         |             | Reverse   | CCTCATATGCAGCATCCATGT     |
| mmp9    | 55          | Forward   | CTGGTGATCTCTTCTAGAGACTGG  |
|         |             | Reverse   | CACAGTCTGACCTGAACCATAA    |
| Tgfb1   | 53          | Forward   | TGCTGCCTTCGCCCTCTTTAC     |
|         |             | Reverse   | AAGCGGAAGCTTCGGGATTT      |
| Lox     | 60          | Forward   | AACAACGGGCAGGTGTTCACT     |
|         |             | Reverse   | GGTTGTCACGCAGCAGAAGAA     |
| Col3a1  | 60          | Forward   | AACCAGGTGCTAAAGGAGAAAGAGG |
|         |             | Reverse   | TGGATTACCATTATTGCCAGGAGGA |
| Tnf     | 60          | Forward   | CCCAAAGGGATGAGAAGTTCCC    |
|         |             | Reverse   | CCTGGTATGAGATAGCAAATCGG   |
| Wif1    | 60          | Forward   | CGGCAAACAAGACGGGGTAG      |
|         |             | Reverse   | GAGGCCCGTAGAACCCATCC      |
| Gapdh   | 60          | Forward   | AGCCTCGTCCCGTAGACAAAA     |
|         |             | Reverse   | GCCTTGACTGTGCCGTTGAAT     |

Supplementary Table 2. SYBR Green cDNA primer sequences and conditions

| Primer            | Anneal temp | Direction | Sequence                 | Roche probe |
|-------------------|-------------|-----------|--------------------------|-------------|
| Slc8a1            | 56          | Forward   | AAGAGATCAGTTCCCGTCTCC    | 26          |
| Original - cells  |             | Reverse   | AAGGGGATCCATCCACAAG      |             |
| Slc8a1            | 56          | Forward   | CACCTCCAACAGGACAAAGTT    | 106         |
| Original - Hearts |             | Reverse   | CTTAGCCTGGCTCCCTGAA      |             |
| Slc8a1            | 56          | Forward   | ACACGATGTCTGTAATGACAATGA | 60          |
| From ChIP-seq     |             | Reverse   | TGCTGGAGGCTTTGTCAAC      |             |
| Rcan1             | 56          | Forward   | AAAGGAGGGGATGTGTTGG      | 13          |
|                   |             | Reverse   | TTCAACTCAGGGCCAGAAAG     |             |
| Cacna1h           | 56          | Forward   | ACCTGAAATGGTTACCCAAGC    | 20          |
|                   |             | Reverse   | AGCCAGGGCTTGTTATAATGC    |             |
| Camk4             | 56          | Forward   | CCACAACAGTTCGTAGAAAACG   | 5           |
|                   |             | Reverse   | TGGGCCCCACACAACTGTA      |             |

Supplementary Table 3. Taqman DNA primer sequences and conditions

## Supplementary Methods

**Tissue preparation and histology** Hearts were either snap frozen for RNA and protein preparations, mounted in OCT and frozen in 2-Methylbutane cooled to the temperature of liquid nitrogen, or formalin-fixed, paraffin-embedded (FFPE; for whole heart sections). For frozen tissue, 10  $\mu$ m sections were prepared on a cryostat. For FFPE, 8  $\mu$ m sections were prepared on a microtome. Histological staining was performed for H&E and picrosirius red (PSR). PSR slides were counter-stained with Fast Green (FG). Fibrosis was quantitated using ImageJ software with the color deconvolution plugin. Fibrosis was determined as a percentage of PSR positive area relative to total area <sup>1</sup>. Primary antibodies: laminin (1:500; L9393 Sigma), phosphorylated p65 serine 536 (1:500; 3031 Cell Signaling), alpha-sarcomeric actinin (1:500; A2172 Sigma). Secondary antibodies (1:250): for immunofluorescence Alexa Fluor IgG (594; A11037 and 488; A11029) and IgM (488; A21042) (Molecular probes), for immunohistochemistry HRP goat anti-rabbit IgG (1:250; PI1000 Vector) secondary antibody and a DAB substrate kit (SK4100 Vector) was used.

**Western blotting** Protein was extracted and standard immunoblotting procedures were performed. Primary antibody: p100/p52 (1:1000; 4882 Cell Signaling).

**ChIP** ChIP was performed as described in the main manuscript. Antibody: 3  $\mu$ g p65 (17-10060).

**ChIP-sequencing analysis** The UCSC Genome Browser (<http://genome.ucsc.edu/>) was used to visualize ChIP-seq peaks <sup>2</sup>. MultiWigs were created as outlined on the UCSC website using the mm9 assembly.

**Immunoprecipitation** Whole-cell extracts were prepared from MEFs in RIPA buffer. Approximately 300  $\mu$ g of extract was used for each immunoprecipitation with 2  $\mu$ g of antibody. Antibodies: p65 (372) and SIN3A (7691) (Cell Signaling). Antibody against IgG was used for the negative control. After an

overnight incubation, antibody-antigen complexes were collected with protein A agarose beads (Invitrogen). Beads were washed with RIPA buffer and resuspended in protein loading dye. Immunoprecipitated samples with appropriate controls were resolved by SDS–polyacrylamide gel electrophoresis and transferred onto PVDF membranes for Western blotting analysis. Antibody: p65 (1:1000; 109 Santa Cruz).

### **Supplementary References**

- 1 Schneider, C. A., Rasband, W. S. & Eliceiri, K. W. NIH Image to ImageJ: 25 years of image analysis. *Nature methods* **9**, 671-675 (2012).
- 2 Raney, B. J. *et al.* Track data hubs enable visualization of user-defined genome-wide annotations on the UCSC Genome Browser. *Bioinformatics* **30**, 1003-1005, (2014).

How the deposited data were processed for this re-analysis (not part of the article)

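H3K27ac ChIP-seq was analysed in hearts of 7-month-old *mdx* IKKβf/f and *mdx* HRTΔIKKβ mice, with 1 ChIP library per genotype. The matched inputs have no files of their own and enter only through the input columns of the region lists. The authors mapped reads to mm9 with Bowtie2, built HOMER tag directories and called regions with findPeaks in histone mode against the matched input. The version of HOMER was not found in the paper or its supplement.

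The deposited lists give several kinds of value. The normalized tag score was made by the authors, who scaled the tags of each region to 10000000 tags per library. The findPeaks score is read here as a count of tags in the highest 500 bp window, which the authors deposited without normalization. It was not counted in the same way as the normalized tags. Of *mdx* HRTΔIKKβ regions exactly 500 bp wide, 1 in *Cacna1h* had a score of 45 with 9.13 normalized tags. Another in *Camk4* had a score of 30 with 4.48. At 62458751 tags per library, the *Cacna1h* score lies below and the *Camk4* score above the tags these imply. The fold over input is a ratio that the authors computed from ChIP tags scaled to the input depth, with 0.5 in place of 0 input tags. The p-value that the authors deposited with each region is the Poisson probability of the ChIP tags given the input tags. Both lists were already filtered at 4-fold over input, so windows below that are not in the files analysed here.

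From the lists, regions were counted, merged, and compared by overlap of at least 1 bp. Depth was 57852347 ChIP tags in *mdx* IKKβf/f and 62458751 in *mdx* HRTΔIKKβ. Wilson 95% intervals give the counting error of shares, and Poisson 95% intervals that of the tags of named regions. With 1 library per genotype, no difference between genotypes was tested against replicate error. Overlap, distance to TSS and position in gene sets were compared with 1000 random placements of the regions on their own chromosomes outside runs of N. The distribution over chromosomes was compared with a chi-square test, and shares between lists with Fisher's exact test over regions. Chromosome names and lengths of the reference given here (NCBIM37) are those of mm9, so the GENCODE vM1 annotation was used with the coordinates of the lists. The annotation the authors gave to ChIPseeker is not known. Regions on unplaced sequence, 18 in *mdx* IKKβf/f and 25 in *mdx* HRTΔIKKβ, were left out of every step that needs the annotation.

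Named regions were the 5 with the highest normalized tags in each list, and the same among regions that overlap none of the other list. Named genes were *Slc8a1*, *Rcan1*, *Cacna1h* and *Camk4*. The alternatives tried were regions at least 8-fold over input, a peak score at least 1.5 times the lowest, merging within 1000 bp and, added later, within 10000 bp, thinning to the shallower depth in 100 draws, autosomes only, other overlap rules, other tag measures and other ways of assigning regions to genes. The differential regions, pathway analysis and motif analysis of the paper were not repeated, because the tag directories are not in the files analysed here. Calcium genes were first matched with a pattern that missed the catalytic subunits of calcineurin (82 genes); after the result of that match had been seen it was replaced by a plain match of the prefixes (89 genes), and both are reported. Overlap, distance, thinning, merging and placement were tested on simulated regions, where 19 of 19 checks returned the known answer. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.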

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

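The paper does not discuss regions found only in *mdx* IKKβf/f hearts. There were 12165 of them, 96.8% of the *mdx* IKKβf/f list, each at least 4-fold over input. If deletion of IKKβ only added H3K27ac, regions of *mdx* IKKβf/f hearts would be listed in *mdx* HRTΔIKKβ hearts too. Their highest windows had a median of 1.069 times the lowest tag count in the list, but regions shared by both lists had 1.103, and the *mdx* IKKβf/f-only regions are nearly the whole list, so this value, whose prediction was written after the tags had been seen, does not separate weak regions near the calling threshold from other explanations. If presence in only one list came from regions lost to the calling threshold in the other library, the strongest *mdx* IKKβf/f regions would be listed in *mdx* HRTΔIKKβ hearts most often. Of the 142 *mdx* IKKβf/f regions on assembled chromosomes with a peak score of at least 1.5 times the lowest, 11 overlapped any *mdx* HRTΔIKKβ region (7.75%, 95% Wilson interval 4.38% to 13.34%), below the 20% set against that explanation before the value was seen. The strongest regions were nevertheless listed in the other genotype more often than all regions, 7.75% against 3.19% for *mdx* IKKβf/f and 4.55% (21 of 462) against 1.74% for *mdx* HRTΔIKKβ, which is the direction the explanation predicts. The input filter acts besides the tag threshold and was not part of the test. The threshold may thus account for some of these regions. A loss of H3K27ac at these sites in *mdx* HRTΔIKKβ hearts, a difference between preparations and background calls all remain, and 1 library per genotype does not separate these.

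Regions on unplaced sequence, which the paper does not mention, numbered 25 in *mdx* HRTΔIKKβ and 18 in *mdx* IKKβf/f. Reads in repeated sequence are an untested technical explanation, and no biological explanation was tested.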

How the results depend on the processing

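All alternatives were fixed before the processed files arrived, except the restriction to protein-coding genes, the merging within 10000 bp and the switch from 82 to 89 calcium genes, which was made after the result for 82 genes had been seen. Merging within 1000 bp, the minimum distance the caller had already used, moved the counts little, to 12497 and 22780 regions and 6.68 and 12.39 Mb, and chromosomes 1 to 19 alone held 12540 and 22935. The chromosome test stayed on the same side of its threshold, and the median tag ratio stayed within its 95% interval under reciprocal overlap or per region. Merging within 10000 bp left 11555 and 19941 regions, 63.3% of them from *mdx* HRTΔIKKβ.

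Requiring 8-fold over input left 1868 regions in *mdx* IKKβf/f (main 12566) and 4768 in *mdx* HRTΔIKKβ (main 22981), so that *mdx* HRTΔIKKβ held 71.9% of all regions (main 64.6%), coverage was 0.98 and 2.49 Mb (main 6.62 and 12.23), and overlap was 0.64% of *mdx* IKKβf/f and 0.25% of *mdx* HRTΔIKKβ regions (main 3.19% and 1.74%). A peak score of at least 1.5 times the lowest left 143 and 463 regions, with 76.4% from *mdx* HRTΔIKKβ and overlap of 2.1% and 0.65%. Both settings keep only a small tail of lists that crowd at the threshold. The excess of *mdx* HRTΔIKKβ regions grew under both, from a ratio of 1.83 to 2.55 and 3.24. Their overlap percentages are not comparable with the main ones, because chance overlap shrinks with the lists: on assembled chromosomes 12 *mdx* IKKβf/f regions overlapped at 8-fold, 3.05 times random placement, and 2 at the higher score, where random placement gave 0.029 on average. Thinning *mdx* HRTΔIKKβ to the *mdx* IKKβf/f depth and threshold lowered its share to 57.6%, with 17074 regions (16965 to 17203 over 100 draws); keeping 92.6% of the tags could remove this many regions because 21.9% of them sat at the threshold itself.

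Overlap of 50% of the region gave 1.97% and 1.08%, and extension by 1000 bp gave 6.42% and 3.53%, as the rule decides how much neighbouring sequence counts. Subtracting input moved the median log2 tag ratio to -0.073. Any overlap with promoters first gave 78.04% and 77.98% in introns or distal intergenic sequence, because a wide region touches a promoter more easily than its centre does. With protein-coding genes only, chosen after the files arrived, introns and distal intergenic sequence held 85.41% and 85.31%, 22.52% and 23.27% of regions lay within 10 kb of a TSS, and 32.48% and 30.72% lay beyond 100 kb, since fewer TSS are annotated.

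Among the region counts of single genes, 14 rows changed and 2 did not. Leaving out a replicate was not possible with 1 library per genotype. The replicate block was not run because each genotype has 1 library. With a median of 31 or 32 tags and 1 library per genotype, presence or absence of a single region in a list is not resolved.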

Differences from the paper's values

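The paper's share of regions within 10 kb of a TSS is about 17% in *mdx* IKKβf/f and about 18% in *mdx* HRTΔIKKβ in Fig. 4b, read by eye, against 28.59% and 29.51% here. Measuring from the nearest edge of the region, set before the files arrived, gave 29.01% and 30.01% and did not close the gap. With protein-coding genes only, an alternative chosen after seeing the data, the shares were 22.52% and 23.27%, within 1.5 times the paper's.

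Beyond 100 kb from a TSS, the paper's share is about 35% in *mdx* IKKβf/f and about 33% in *mdx* HRTΔIKKβ in Fig. 4b, read by eye, against 20.46% and 19.2% here. Measuring from the nearest edge gave 20.41% and 19.16% and left the gap open. With protein-coding genes only, chosen after seeing the data, the shares were 32.48% and 30.72%, within 1.5 times the paper's.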

Other observations

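More regions in *mdx* HRTΔIKKβ than in *mdx* IKKβf/f hearts is the pattern on which the paper builds, and technical explanations for it were tested, with predictions written before their results were seen. The region and putative peak totals were already known from the file headers. Difference in sequencing depth: thinning *mdx* HRTΔIKKβ to the *mdx* IKKβf/f depth left a ratio of 1.36, between the 1.1 set as its mark and the 1.5 set against it, so the excess cannot be told apart from a contribution of depth. The thinning drew only on regions already listed and did not rerun the input filter, which limits this ratio. Splitting of broad domains: merging within 1000 bp left a ratio of 1.82, but the caller had already used this distance, so that test decides nothing; merging within 10000 bp, added later, left 1.73, above the 1.5 set against splitting of domains up to 10 kb apart. Weak regions near the calling threshold: *mdx* HRTΔIKKβ-only regions had a median of 1.067 times the lowest tag count, but they are 98.3% of the list and shared regions had 1.1, so the value does not test this explanation. The ratio rose to 2.55 at 8-fold over input and to 3.24 at the higher peak score, but neither setting is neutral between the libraries. The *mdx* HRTΔIKKβ library had the lower threshold relative to the tags the caller expected (1.921 against 2.005 times). It also had the shallower input, with 593 regions holding no input tags against 158 in *mdx* IKKβf/f. Weak calls therefore remain open. GC bias between the libraries: the median GC content of genotype-only regions differed by 0.2 percentage points, which speaks against a bias that shifts the GC content of the regions. Both medians (47.8% in *mdx* HRTΔIKKβ and 47.6% in *mdx* IKKβf/f) lay above the 41.8% of random placement. A bias that adds regions of similar GC content to a list is therefore not excluded. Same over-dispersed background at a higher ChIP depth: a negative binomial background fitted to *mdx* IKKβf/f gave 73.1% of the putative peaks of *mdx* HRTΔIKKβ, under the 75% set as the limit, for a ratio of 1.2 where 1.64 was observed; this takes every putative peak to have passed the tag threshold, which the file headers do not state. A difference between preparations, such as ChIP efficiency, was not tested, and 1 library per genotype cannot separate it from the genotype.

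The regions may hold a large share of background, a hypothesis that arose from the low overlap of the lists. Overlap with *mdx* HRTΔIKKβ regions was 3.08 times random placement, between the values of 2 and 5 set as marks. Matching the GC content of the regions left 1.9 times the expected overlap (399 against 210.2), between 1.5 and 2, so GC content is not excluded as a contributor either. The share of *mdx* HRTΔIKKβ regions within 1 kb of a TSS was 1.17 times random placement, under the 1.5 predicted for background, and fell to 0.724 times the number expected from sequence of the same GC content (1157 against 1598.5). Of 20 cardiac genes listed before the test, such as *Myh6*, *Tnnt2* and *Actc1*, 2 had a *mdx* HRTΔIKKβ region within 2 kb of a TSS and 1 had an *mdx* IKKβf/f region, against random means of 1.622 and 0.82; promoters of genes transcribed in the heart would be places to look for this mark. The strongest regions behaved differently: the *mdx* IKKβf/f regions with a peak score of at least 1.5 times the lowest overlapped the whole *mdx* HRTΔIKKβ list 6.87 times as often as random placement (11 against 1.6, permutation test by random placement, p = 0.001, the smallest the placements can give), past the 5 set against background in a prediction written after the overlap of the filtered lists was known. Against sequence of the same chromosome and GC content the excess was 3.43 times (11 against 3.2, SD 1.8), past the 2 set against GC content of the strong regions. This rests on 11 regions, most of the 142 strong regions had no overlap, and background shared by both libraries for reasons other than GC content, such as repeated sequence, was not tested. Position departed from random placement by small amounts. *mdx* HRTΔIKKβ regions were 1.17 times as frequent within 1 kb of a TSS and 0.864 times beyond 100 kb (permutation test by random placement, p = 0.002 for both). Of these shares, only that within 1 kb was compared at matched GC content. The position values leave room for many background windows in the lists and do not show that all regions are background.

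Input tags bear on the same question. Scaled to input depth, the caller's expected count for a 500 bp window was 9.96 input tags in *mdx* IKKβf/f and 8.94 in *mdx* HRTΔIKKβ. The median region held 4 in both. A window with 31 or 32 tags passes 4-fold over input only if its input is low, so low input in the regions is partly fixed by the filter and is no evidence by itself. In a simple model, putative peaks with Poisson input tags at these expected counts would pass the input filter by chance 21400 times in *mdx* IKKβf/f and 43700 times in *mdx* HRTΔIKKβ, more than the 12566 and 22981 regions listed. A mean over the assembled sequence would be lower, which would raise the numbers of this model. With every putative peak at the tag threshold, the model gave 6500 and 20400. Windows that pass the input filter by chance are a candidate explanation for part of both lists only if every putative peak had passed the tag threshold and was then compared with input. The headers give 399 and 834 putative peaks as filtered by input, far fewer than this premise needs, so the model does not decide the question. It also treats putative peaks as separate and input as independent of ChIP tags, and its prediction was written after the input values had been seen.

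Regions inside calcium handling gene families exceeded random placement in *mdx* HRTΔIKKβ-only regions by 1.72 times, so gene length alone, predicted to give less than 1.2, did not account for them. GC content of the regions may account for part of this: against sequence of the same chromosome and GC content the ratio was 1.25 in *mdx* HRTΔIKKβ-only regions (174 against 139.0, SD 11.7) and 1.11 in *mdx* IKKβf/f-only regions (82 against 73.8, SD 8.5), and 1.25 lies between the 1.2 and 1.5 set as marks. The *mdx* HRTΔIKKβ-only regions thus stayed above the GC-matched number by more than its SD, while the share of regions in these genes was not resolved between genotypes (Fisher's exact test over regions, p = 0.3).

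Few regions lay on the X chromosome, 6 in *mdx* IKKβf/f and 21 in *mdx* HRTΔIKKβ, where the autosomal density gives 849.1 and 1552.9. The mice were male. A single X chromosome against a fixed tag threshold was tested by halving the peak tags of autosomal regions, which gave 3.45 expected regions in *mdx* HRTΔIKKβ, more than 3 times under the 21 observed, a prediction written after the counts had been seen. In *mdx* IKKβf/f the halving gave 0.986 expected regions against 6 observed. In both genotypes the halving thus predicted a deficit of regions on X even larger than the observed one. A single X also lowers the input tags, which the test leaves out and which would let more windows pass the fold over input. The expected number is therefore too low and the lower dose is not excluded.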
